# Histone Deacetylase HDT1 is Involved in Stem Vascular Development in Arabidopsis

**DOI:** 10.3390/ijms20143452

**Published:** 2019-07-13

**Authors:** Yongzhuo Zhang, Bin Yin, Jiaxue Zhang, Ziyi Cheng, Yadi Liu, Bing Wang, Xiaorui Guo, Xiatong Liu, Di Liu, Hui Li, Hai Lu

**Keywords:** HDT1, vascular tissue, stem, secondary cell wall

## Abstract

Histone acetylation and deacetylation play essential roles in eukaryotic gene regulation. HD2 (HD-tuins) proteins were previously identified as plant-specific histone deacetylases. In this study, we investigated the function of the *HDT1* gene in the formation of stem vascular tissue in *Arabidopsis thaliana*. The height and thickness of the inflorescence stems in the *hdt1* mutant was lower than that of wild-type plants. Paraffin sections showed that the cell number increased compared to the wild type, while transmission electron microscopy showed that the size of individual tracheary elements and fiber cells significantly decreased in the *hdt1* mutant. In addition, the cell wall thickness of tracheary elements and fiber cells increased. We also found that the lignin content in the stem of the *hdt1* mutants increased compared to that of the wild type. Transcriptomic data revealed that the expression levels of many biosynthetic genes related to secondary wall components, including cellulose, lignin biosynthesis, and hormone-related genes, were altered, which may lead to the altered phenotype in vascular tissue of the *hdt1* mutant. These results suggested that *HDT1* is involved in development of the vascular tissue of the stem by affecting cell proliferation and differentiation.

## 1. Introduction

The vascular system connects the leaves and other organs with the roots in vascular plants, which is not only essential for supporting the plant’s body structure but also for transporting water, nutrients, and signaling components. The vascular tissues are comprised of xylem and phloem with a layer of cambial cells in between. The vascular cambium is characterized by its multipotent stem cell identity and continued proliferation and differentiation into new xylem and phloem cells during vascular development [1].

Molecular and genetics studies have revealed that hormone and transcription factors regulate vascular tissue proliferation and differentiation. Auxin induces the formation and differentiation of primary cambium cells by directing polar auxin gradients, ultimately enabling plants to develop functional vascular bundles [2]. Exogenous auxin promotes the formation and secondary growth of vascular cambium through polar transport [3]. Auxin signaling interacts with the strigolactone signaling pathway to regulate cambium activity [4]. In addition, many transcription factors are involved in the process of cambium cell differentiation, including HD-ZIP III [5,6], NAC [7,8,9], and MYB [10,11,12,13], which are specifically expressed in vascular tissue to regulate cambium activity and vascular development.

The dynamics of chromatin structure are related to gene expression and play a role in regulating cell division and differentiation [14]. The basic structural unit of chromatin in eukaryotes is the nucleosome containing 147 bp of DNA wrapped around an octamer of four core histones (H3, H4, H2A, H2B). The core histone tail extending from the surface of the nucleosomes provides a site for post-translational modification. Histone modifications, including acetylation, methylation, phosphorylation, ubiquitination, sumoylation, and ADP ribosylation, play a major role in epigenetic regulation of gene expression [15,16]. Histone transferase (HAT) can transfer the acetyl groups on acetyl-CoA to the lysine residues at the end of the histone while HDAC removes the acetyl groups at the end of the histone [17]. Hyper-acetylation of histones is associated with transcriptional activation by loosening the chromatin structure to weaken the interaction between histones and DNA, whereas hypo-acetylation of histones is associated with transcriptional repression by compacting chromatin structure [18].

HDAC is classified into three different families: The RPD3/HDA1 superfamily, the sirtuin family, and the HD2 family [19]. Members of the RPD3/HDA1 superfamily and the sirtuin family are homologous to yeast reduced potassium dependency 3 (RPD3)/HDA1 and silent information regulator 2 (sir2), respectively, whereas the HD2 family proteins are plant-specific HDACs originally identified in maize [20]. In plants, HDACs are involved in gene silencing, stress response, and plant growth processes, such as seed embryogenesis, vegetative growth, morphogenesis, flowering, and aging. In *Arabidopsis*, 18 HDACs and 4 HD-tuins (HDT1–4) have been identified [21]. HD2C has been found to interact with the RPD3-type HDAC, HDA6, and regulates ABA-responsive gene expression in response to ABA and salt stress [22]. AtHDA7 is required for female gametophyte and embryo development in *Arabidopsis* [23]. An *hda9* mutant displayed reduced seed dormancy and faster germination than wild-type plants [24]. Meanwhile, *athda19* mutant plants exhibited dwarfing, leaf malformation, and asymmetric leaf growth [25]. In *Arabidopsis* leaves, HDT1 and HDT2 control leaf polarity by regulating miR165/166 expression through independent pathways of AS1 (ASYMMETRIC LEAVES1) and AS2 [26]. HDT1 and HDT2 fine-tune gibberellin (GA) metabolism and control the switch from cell division to expansion, leading to changes in cell numbers and the root-growth rate [27]. Studies have shown that the transition from cell division to expansion in *Arabidopsis* roots is accompanied by changes in histone acetylation levels [26]. Some studies have shown that *HD2* is expressed in plant stems [28]. In rice, downregulation of *OsHDT702*, a gene homologous with *HDT3*, resulted in changes in acetylation levels, and the leaves and stems of the plant were narrowed [29], which suggests that histone deacetylase plays an important role in regulating stem development. However, it is unclear how histone deacetylases affect vascular tissue development by regulating gene expression.

To investigate the role of HDT1 in vascular development, we characterized the phenotype and gene expression of the *hdt1* mutant. Our results showed that the cell size and number as well as the thickness of the secondary cell wall were altered in the xylem cells. Transcriptomic analysis revealed that many genes involved in cell proliferation and wood formation are differentially expressed in the *hdt1* mutant. This study established the relationship between *HDT1* and vascular tissue proliferation and differentiation in the secondary growth underlying stem development. The role of histone deacetylases in stem growth and development is discussed in this study.

## 2. Results

### 2.1. Characterization of HDT1 Expression and Morphological Analysis of the hdt1 Mutant in Arabidopsis

To identify the function of HDT1 during *Arabidopsis* stem development, we obtained two T-DNA insertion mutant lines, named *hdt1-1* (GABI_355H03) and *hdt1-2* (GABI_768H10). T-DNAs are inserted into the 5′ untranslated region and the third exon of *HDT1* in these mutants, respectively (Figure 1a). RT-PCR analysis was performed to characterize the *HDT1* expression pattern by extracting total RNA from various tissues. These data showed that *HDT1* was expressed in all tested tissues, including roots, stems, and leaves, and its expression level was higher in stems than in leaves and roots (Figure 1b). Our data are consistent with previous reports, which showed that *HDT1* is expressed globally in flowers, stems, leaves, young siliques, ovules, embryos, the shoot apical meristem, and primary leaves [30].

### 2.2. Morphological Analysis of the hdt1 Mutants

We did not observe any morphological differences in flowers and leaves between the *hdt1* mutant and wild-type plants growing under the same growth conditions. However, the stems were shorter and thinner in the *hdt1* mutants compared with wild-type plants (Figure 1c–f). By measuring plant height at three different developmental stages from the beginning of bolting (T1 stage) to stem maturation (T3 stage), we found that the height of stems from the T1 stage to T3 stage was shorter in *hdt1* mutant plants than in wild-type plants. At the T3 stage, when plants stop elongating, the *hdt1-1* and *hdt1-2* plants were 18.19% and 20.66% shorter than wild-type plants (Figure 1c,l). The height of the *hdt1* complementation transgenic (CT) plants was not altered compared with that of wild-type plants.

To investigate whether the cell morphology of the stem was affected by *HDT1* mutation, the basal nodes of stems from the T1 to T3 stages were selected for embedding in paraffin sections followed by analysis of the anatomical details of the vascular tissue (Figure 1d–k). By measuring the cross-sectional area of paraffin sections of stems, we found that the stem thickness of *hdt1* mutants decreased significantly compared to wild-type plants at various stages of stem development (T1–T3 stages). The data showed that the stem cross-sectional area of the *hdt1-1* and *hdt1-2* mutant was 34.74% and 37.36% smaller than that of the wild-type at the T3 stage (Figure 1d–g,m). To determine whether this decrease in stem thickness was caused by a decreased cell number or cell size, we counted the number of xylem cells and phloem cells in each vascular bundle and measured the size of their area (Figure 1h–k, Table S1). To our surprise, the cell number increased in each vascular bundle of the *hdt1* mutant compared to the wild-type plant in the T3 stage. The numbers of xylem cells and phloem cells in the *hdt1-1* mutant were 22.0% and 18.4% greater than those of the wild type, respectively (Figure 1n). Identical phenotypes were confirmed in another mutant allele (*hdt1-2*) (Figure 1c,f,j,n). A complementation experiment was performed to confirm that the *hdt1* mutant phenotype was attributable to the loss of *HDT1* function (Figure 1c,g,k–n). Morphological analysis showed that cell number and stem thickness were recovered in the complementation transgenic (CT) lines.

These results showed that *HDT1* affected cell proliferation during vascular development, and thus inhibited the number of xylem cells and phloem cells. However, we also found that the sizes of the xylem cells in the *hdt1* mutant were smaller than in the wild type, and therefore, we further tested the cell size using transmission electron microscopy (TEM).

### 2.3. Xylem Cellular Structure in the hdt1 Mutant

Xylem cells were derived from cambium and displayed significant differences between *hdt1* mutants and wild-type plants. By examining the differences in detail at the cellular level using TEM, we confirmed that the size and cell wall thickness of the xylem cells was also altered in the *hdt1* mutants compared with the wild type in the T3 stage (Figure 2). We measured the area of xylem cells, including tracheary elements (TE) and fiber cells, and found that xylem cells were slightly smaller in *hdt1* mutant plants, particularly in TEs (Figure 2a–l). The cell size of TEs (153.2 ± 16.16 μm^2^) in the *hdt1-1* mutant was significantly decreased by 40.25% compared with the wild type (256.4 ± 21.38 μm^2^) (*p*-value < 0.01), and the size of fiber cells was slightly decreased by 13.79% in the *hdt1-1* mutant (65.0 ± 6.61 μm^2^) compared with the wild-type plants (75.4 ± 6.84 μm^2^) (Figure 2m). TEs and fiber cells are characterized by thicker secondary cell walls with three layers, which can be used to distinguish them from parenchyma cells [31]. Cell wall thickness also appeared to be altered in fiber cells and TEs (Figure 2e–g,i–k). Therefore, we measured the cell wall thicknesses of fiber cells (1.07 ± 0.10 μm) and TEs (0.82 ± 0.02 μm) in the *hdt1-1* mutant as well as that of fiber cells (0.87 ± 0.07 μm) and TEs (0.79 ± 0.04 μm) in the wild-type plants. Compared with wild-type plants, the cell wall thickness of fiber cells in the *hdt1-1* mutant was increased by 22.48%, while the cell wall thickness of TEs in the *hdt1-1* mutant was increased by 4.07% (Figure 2n). The mutant *hdt1-2* and the complementation transgenic line were tested in the same way. The cell size of TEs and fiber cells in the *hdt1-2* mutant was decreased by 34.01% and 19.10% compared with wild-type plants, respectively, While the cell wall thickness of TEs and fiber cells in the *hdt1-2* mutant was increased by 6.87% and 29.36% compared with wild-type plants, respectively. The size and cell wall thickness of TEs and fiber cells in CT lines did not alter compared with that of the wild-type plants (Figure 2a–d). This observation suggests that *HDT1* was involved in the development of xylem in vascular tissues and may affect secondary wall formation in xylem cells.

### 2.4. Lignin Analysis

Lignin deposition happened during the formation of secondary cell walls in TEs and fiber cells. Because secondary cell wall thickness increased in both type of cells in the *hdt1* mutant, we analyzed the lignin content of the stem using the classical acetyl bromide method to determine whether the lignin content was altered in the *hdt1* mutant. Our results showed that the lignin content of the *hdt1* mutant was significantly increased compared with the wild type. The lignin contents were 24.14% and 23.24% in the *hdt1-1* and *hdt1-2* mutant stems, respectively, compared to 19.00% in the stem of the wild-type plant. The lignin content was 20.49% in the CT line (Figure 3), similar to that of wild-type plants. This result suggested that HDT1 might be involved in the lignin biosynthesis pathway, leading to an increased lignin content and secondary cell wall in the *hdt1* mutant.

### 2.5. Changes in Expression of Genes Affected by HDT1 During Stem Development

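Stem RNA of 3 wild-type and 3 *hdt1* samples was sequenced, and the authors deposited one FPKM value (fragments scaled by gene length and by mapped fragments) per library for 33602 genes with an Arabidopsis identifier and 88 features without one. Of all these, 25374 were above 0 in at least 1 library. The paper calls its expression unit RPKM and collected stems without flowers and leaves in triplicate, whereas the series text speaks of samples without replicates. The labels give 35 days after flowering, 20 °C and 16 h of light, and the paper gives the T3 stage, 22 °C and 14 h of light. The submitters' processing notes name Bowtie2 2.2.3, TopHat2 2.0.12 and HTSeq 0.6.1, and the genome build is not given in the sources used here. The labels do not say which of the 2 *hdt1* lines was sequenced or whether the samples of a genotype were grown separately, so p-values measure only the spread between these samples. The table numbers its libraries 1, 2 and 4 in each genotype and the labels run from 1 to 3, so a column could be tied to its genotype but not to a single sample.

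The values proved to be whole multiples of what 1 read is worth, and whole counts were recovered for 25373 features within a relative tolerance of 1e-11. They sum to 42658161, 43541920 and 40569173 in wild-type libraries 1, 2 and 4 and to 45373621, 42939317 and 42942278 in the *hdt1* libraries of the same numbers. These sums depend on a scaling rule applied to 1027 genes. Across genes, libraries 2 and 4 of a genotype were nearly alike (Pearson's r of log2 values 0.995 in each genotype), though they still differed by more than counting noise. Library 1 stood apart in both genotypes, with r = 0.977 between the library 1 samples of the wild type and *hdt1* and 0.853 to 0.906 for all other pairs of libraries. This split between library 1 and libraries 2 and 4 was seen in the data and has no name in the labels or the paper. The median log2 fold changes of most lists, and the values of many single genes, are therefore also given within library 1 and within libraries 2 and 4.

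Genes with at least 1 FPKM in at least 3 libraries were kept, which left 17906. The main test was limma on log2(FPKM + 1), with *hdt1* minus the wild type as the only term and Benjamini-Hochberg adjustment. Log2 fold changes are on this scale, which understates the change of genes near 0 FPKM. The test, the rule for the genes named and 30 gene lists were fixed before the data were examined, and 27 lists with at least 3 genes kept were tested as sets. The paper's tables had been seen by then. Several lists, among them those of secondary wall enzymes and AUX/IAA genes, hold genes of Table 1, which the study chose on these samples. Their medians and tests are thus not fully independent of that choice. Camera, with a preset correlation of 0.01 between genes, compares a list with all other genes, and fry asks whether its genes move on balance in one direction. Camera called 14 lists at an adjusted p under 0.05 and fry 7, but no list passed when camera estimated the correlation from these 6 libraries. Both counts include the lists of up and down genes of Table 1 itself, whose calls are not independent evidence. With the preset correlation, camera also called 4 to 12 lists in the other splits of the 6 libraries into 3 and 3. Its p-values alone therefore do not set the genotypes apart from other groupings of the libraries. A fit with the library batch (1 against 2 and 4) as a further term was added after seeing the data. It treats the nearly alike libraries 2 and 4 as independent samples and assumes the same genotype difference in both batches. No gene passed once the mean of libraries 2 and 4 was counted as 1 sample. That leaves only 2 values per genotype to estimate the spread, so the lack of calls there says little about the genes.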

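The deacetylase gene itself, HDT1 (AT3G44750), lies on chromosome 3 of TAIR10.1 from 16297656 to 16299876 on the plus strand. It has 8 exons, with the coding sequence from 16298045 to 16299585. HDT1 was listed at 53.3, 65.3 and 56.9 FPKM in wild-type libraries 1, 2 and 4 and at 4.97, 19.8 and 20.5 FPKM in the *hdt1* libraries. The means were 58.5 ± 6.16 FPKM (SD, n = 3) in the wild type and 15.1 ± 8.75 FPKM (SD, n = 3) in *hdt1*, a log2 fold change of -2.10 (standard error 0.51). The insertions described for the mutant lines fall in the 5′ untranslated region, within exon 1 (16297656 to 16298057), and in exon 3 (16298447 to 16298672). The level left in *hdt1* was 9.32% of the wild type in library 1, and 32.4% and 33.5% of the mean of wild-type libraries 2 and 4 in libraries 2 and 4. HDT2, HDT3 and HDT4, the other plant-specific HD2-type deacetylases, had log2 fold changes of -0.26, -0.16 and 0.07. Of 18 histone deacetylase genes, 14 were kept, and HDT1 was the only member below an unadjusted p of 0.05.

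All *hdt1* libraries had less HDT1 than all wild-type libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). The adjusted p from limma over all genes was 0.269, and it was 0.0394 with the library batch as a term. Within library 1 the log2 fold change was -3.19 and within libraries 2 and 4 it was -1.55. No member of the histone deacetylase list passed when adjusted over the list alone, and the list had a median of -0.17 (-0.15 in library 1, -0.19 in libraries 2 and 4). Fry called the list (adjusted p = 0.0018, but adjusted p = 0.158 with median-ratio scaling) and camera did not (adjusted p = 0.127, and adjusted p = 0.341 with an estimated correlation). The list holds HDT1, the mutated gene, and was not tested without it, so the fry call is not evidence on the other deacetylases. The 9 reference genes, such as ACT2 and UBQ10, had a median log2 fold change of -0.08 (camera adjusted p = 0.956, and adjusted p = 0.964 with an estimated correlation), with medians of -0.08 in library 1 and -0.12 in libraries 2 and 4. One of them, UBC9, was at 130 and 342 FPKM (log2 fold change 1.22, with -0.07 in library 1 and 1.87 in libraries 2 and 4) and was the only reference gene at an unadjusted p under 0.05. The span of HDT1 overlaps the neighbouring gene AT3G44740 over 315 bp, and the sources used here do not say whether counting used strand.

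**Figure D1:**
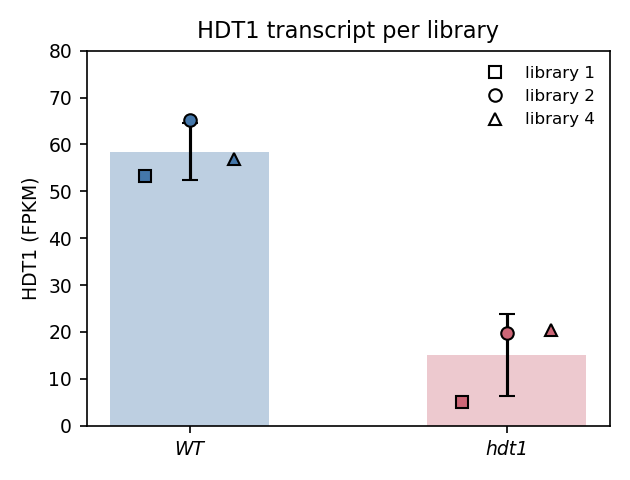
HDT1 expression in FPKM (vertical axis) in wild-type and *hdt1* stems. Bars are means of 3 libraries, error bars are SD, and points are single libraries 1, 2 and 4. The *hdt1* libraries sit between 4.97 and 20.5 FPKM, all under the lowest wild-type library at 53.3 FPKM.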

To examine gene expression regulated by *HDT1* in vascular tissue development in *Arabidopsis*, we employed transcriptomic analysis using RNA-seq from the stems of wild-type and *hdt1* mutant plants at the T3 stage. In total, 172 genes were identified with significantly different expression levels (log_2_ fold change >1 or <−1, and corrected *p*-value < 0.005). Among them, 127 genes were upregulated and 45 genes were downregulated (Figure 4a). 

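The genes with the smallest p-values included the transcription factor genes TEM1 and ERF113 and the xylosidase gene BXL2. TEM1 (TEMPRANILLO 1), a repressor of flowering, stood at 50.1 ± 1.79 FPKM (SD, n = 3) in the wild type and 173 ± 13.1 FPKM (SD, n = 3) in *hdt1*. Its log2 fold change was 1.76 (standard error 0.15, adjusted p = 0.0799 from limma), with 1.93 in library 1 and 1.68 in libraries 2 and 4. On the other side, the ethylene response factor gene ERF113 stood at 85.8 ± 6.34 FPKM (SD, n = 3) in the wild type and 21.3 ± 2.64 FPKM (SD, n = 3) in *hdt1*. Its log2 fold change was -1.97 (standard error 0.16, adjusted p = 0.0799 from limma), with -2.03 in library 1 and -1.94 in libraries 2 and 4.
Other genes with small p-values and positive log2 fold changes were ILL6, a hydrolase of auxin and jasmonate conjugates (1.62), XYP2, a xylogen-type arabinogalactan protein (2.24), PGIP2, a polygalacturonase inhibitor (1.97), and TH8, a thioredoxin (3.00). On the negative side stood MRD1 (-1.71), RTFL8 (-1.52), QQS, which takes part in starch metabolism (-1.77), and LTP6, a lipid transfer protein (-2.42). The gene AT3G44006 was listed at 0.131, 0 and 0 FPKM in the wild type and at 16.6, 9.14 and 16.4 FPKM in *hdt1*. It sits on chromosome 3 like HDT1.

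By limma over 17906 genes, 0 genes passed an adjusted p under 0.05, and the smallest adjusted p was 0.0799. At an unadjusted p under 0.05, 1393 genes were higher and 1068 lower in *hdt1*, and with library numbers as a block these counts were 2225 and 2251, again with 0 genes passing after adjustment. At an unadjusted p under 0.005 with an absolute log2 fold change over 1, 211 genes were higher and 39 lower. Limma's voom on the recovered counts also called 0 genes. With the library batch as a term, 684 genes were higher and 451 lower at an adjusted p under 0.05, and the same term with voom gave 1088 and 664. Leaving out the library 1 sample of the wild type gave 599 higher and 537 lower, and leaving out that of *hdt1* gave 1222 and 772.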

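Among the 51 genes listed in Table 1, cellulose, lignin and xylan enzymes, arabinogalactan proteins and transcription factors stood higher in *hdt1*, and a small group led by ERF113 stood lower. Of the 44 listed as upregulated, 35 were kept, and all 35 were higher in each *hdt1* library than in each wild-type library. Their median log2 fold change was 1.80, with 1.01 in library 1 and 2.24 in libraries 2 and 4, and all 35 had a positive value in both. The XYLEM CYSTEINE PEPTIDASE gene XCP2 was listed at 4.12 ± 3.37 FPKM (SD, n = 3) in the wild type and 33.5 ± 14.8 FPKM (SD, n = 3) in *hdt1*. Of the 7 listed as downregulated, 4 were kept (ERF113, HEI10, GIF1 and AT1G24793), with a median of -1.95 (-1.77 in library 1 and -1.93 in libraries 2 and 4).
All 12 genes not kept were under 1 FPKM in at least 4 libraries. They were ERF071, MYB87, WRKY38, OFP17, LAC8, PER62, TBL34, LRX2, MEE65, SPL8, PAP85 and PDF1.

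None of the 39 genes passed over all genes from limma, where the adjusted p of the 35 ran from 0.0799 to 0.298. All 39 had an unadjusted p under 0.05, and all 39 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Once the batch was a term, 32 of the 35 and all 4 of the lower genes passed. For the upregulated list camera gave an adjusted p of 1.14e-38 (adjusted p = 0.127 with an estimated correlation), and fry gave an adjusted p of 0.00631, or 0.0578 with library numbers as a block. For the downregulated list camera gave an adjusted p of 1.66e-06 (adjusted p = 0.127 with an estimated correlation) and fry an adjusted p of 0.0018.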

To visualize gene expression patterns in *hdt1* mutants, we performed hierarchical cluster analysis of differentially expressed genes (DEGs, Figure 4b) and tested the statistical enrichment of DEGs using the KOBAS software. We also performed gene ontology (GO) term enrichment analysis for each cluster to further characterize the functions of the DEGs in the *hdt1* mutant (Figure 4d,e).

GO term enrichment analysis was performed to determine which biological processes are involved in the stem development of *hdt1* mutants. Among the upregulated genes, those belonging to the “plant-type cell wall” cellular component constituted the only significantly represented term. 

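Most wall enzyme genes had higher means in *hdt1* stems. The lists of secondary wall cellulose, xylan, monolignol and lignin polymerization genes together hold 56 kept genes, with a median log2 fold change of 1.05. The median was 0.49 in library 1 and 1.34 in libraries 2 and 4, and 45 of the 56 genes were positive in both. Among genes of wall proteins and glycans outside these lists, AGP12 was listed at 26.6 FPKM in the wild type and 130 FPKM in *hdt1* (log2 fold change 2.85, with 0.62 in library 1 and 3.96 in libraries 2 and 4). The xylosidase gene BXL2 stood at 8.18 ± 1.78 FPKM (SD, n = 3) and 33.2 ± 1.23 FPKM (SD, n = 3), a log2 fold change of 1.92 (standard error 0.19, adjusted p = 0.114 from limma). Gene ontology terms were not tested here, because the annotation used here assigns none.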

Components of the plant cell wall were mainly organized into cellulose, hemicelluloses, and lignin. Upregulated DEGs in cellular processes included pathways related to cell wall organization or biogenesis, single-organism metabolic processes, carbohydrate biosynthetic processes, cellular polysaccharide metabolic processes, lignin catabolic processes, and xylan metabolic/biosynthesis processes, which were represented in *hdt1* mutants (Figure 4d). The formation of the secondary wall in fiber cells and TEs is the main process occurring in the vascular tissue during stem development, and therefore, we analyzed the genes involved in its biosynthesis (Table 1). Cellulose synthase (CESA) proteins are responsible for the synthesis of cellulose [32]. Two genes encoding the cellulose synthase complex (*IRX3/CESA7* and *IRX5/CESA4*) were upregulated in the *hdt1* mutant. 

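Cellulose of secondary walls is made by complexes of CESA4, CESA7 and CESA8, and all members of this list of 6 genes had higher means in *hdt1*. CESA7 (AT5G17420, chromosome 5, 5736630 to 5741500 in TAIR10.1) was at 6.76 ± 1.63 FPKM (SD, n = 3) in the wild type and 21.2 ± 8.30 FPKM (SD, n = 3) in *hdt1*. CESA4 (AT5G44030, chromosome 5, 17714390 to 17719723) was at 5.43 ± 3.61 FPKM (SD, n = 3) and 21.4 ± 3.12 FPKM (SD, n = 3). The log2 fold change of CESA7 was 1.48 (standard error 0.30, adjusted p = 0.242 from limma), with 1.72 in library 1 and 1.35 in libraries 2 and 4. For CESA4 it was 1.93 (standard error 0.38, adjusted p = 0.242 from limma), with 1.29 in library 1 and 2.24 in libraries 2 and 4. CESA8, the other subunit of the complex, had 1.52, CTL2, a chitinase-like protein of cellulose deposition, 2.55, and the COBRA-like gene COBL4 1.85. For CTL2 the value was 1.19 in library 1 and 3.23 in libraries 2 and 4. TED6, which encodes a membrane protein of xylem vessels, had -0.04 within library 1 and 1.96 within libraries 2 and 4.

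The list of 6 had a median log2 fold change of 1.69 (1.195 in library 1, 2.10 in libraries 2 and 4). Over all genes none passed from limma, 5 had an unadjusted p under 0.05 and were higher, and the same number passed when adjusted over the list alone. Camera gave the list an adjusted p of 3.13e-06 (adjusted p = 0.244 with an estimated correlation) and fry an adjusted p of 0.0759. The batch term let 5 of the 6 pass, among them CESA7 (adjusted p = 0.0170 from limma) and CESA4 (adjusted p = 0.0254 from limma).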

Meanwhile, lignin is a phenolic component and can be synthesized by the phenylpropanoid biosynthesis pathway. 

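Most genes along the route from phenylalanine to lignin had higher means in *hdt1*, among them the entry enzyme PAL1 and laccases that polymerize monolignols in the wall. PAL1 (AT2G37040, chromosome 2, 15557367 to 15560755 in TAIR10.1) was at 55.8 ± 1.07 FPKM (SD, n = 3) in the wild type and 179 ± 39.1 FPKM (SD, n = 3) in *hdt1*. LAC4 (AT2G38080, chromosome 2, 15934244 to 15937616) was at 14.6 ± 7.03 FPKM (SD, n = 3) and 80.6 ± 4.47 FPKM (SD, n = 3). LAC17 (AT5G60020, chromosome 5, 24167996 to 24170462) was at 1.29 ± 0.0886 FPKM (SD, n = 3) and 6.63 ± 2.54 FPKM (SD, n = 3). LAC8 was listed at 0, 0.0899 and 0.0481 FPKM in wild-type libraries 1, 2 and 4 and at 0, 12.6 and 12.1 FPKM in *hdt1*, so it differed between the genotypes in libraries 2 and 4 alone. The peroxidase gene PER62 had the same form, at 0.231 FPKM in *hdt1* library 1 and at 12.3 and 13.8 FPKM in *hdt1* libraries 2 and 4.

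The log2 fold change was 1.64 for PAL1 (standard error 0.21, adjusted p = 0.138 from limma), 2.47 for LAC4 (standard error 0.31, adjusted p = 0.138 from limma) and 1.67 for LAC17 (standard error 0.29, adjusted p = 0.217 from limma). Within library 1 the values were 1.27, 1.70 and 1.00, and within libraries 2 and 4 they were 1.83, 2.86 and 2.01. LAC17 shares 2266 bp of its span with a long noncoding RNA gene listed under 1 FPKM on average in both genotypes.
Of 16 genes of monolignol synthesis, 14 had a positive log2 fold change, including C4H (1.57), 4CL1 (1.35) and PAL4 (1.12), whereas CCR1 had -0.36 and CAD5 -0.03. The median was 0.68 (0.46 in library 1, 0.83 in libraries 2 and 4). None of the 16 passed over all genes from limma, 6 were higher at an unadjusted p under 0.05 and 5 when adjusted over the list alone. Camera gave an adjusted p of 4.47e-06 (adjusted p = 0.244 with an estimated correlation) and fry an adjusted p of 0.0666, or 0.0452 with library numbers as a block, 0.0446 with median-ratio scaling and 0.0463 with quantile normalization. In the fit with the batch term 7 passed.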

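All 9 kept genes of the 14 on the lignin polymerization list, which holds laccases and class III peroxidases, had positive log2 fold changes in library 1 and in libraries 2 and 4. The laccase gene LAC2 was at 2.51 FPKM in the wild type and 13.6 FPKM in *hdt1* (log2 fold change 2.04). The peroxidase gene PRX71 was at 24.6 FPKM and 189 FPKM, with a log2 fold change of 0.22 in library 1 and 4.20 in libraries 2 and 4. PRX52 had 1.38 and PRX64 1.32. The median of the list was 1.38 (0.67 in library 1, 1.80 in libraries 2 and 4).

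None of the 9 passed over all genes from limma, 6 were higher at an unadjusted p under 0.05, and 5 passed when adjusted over the list alone. The camera adjusted p of the list was 1.1e-07 (adjusted p = 0.135 with an estimated correlation). Fry gave an adjusted p of 0.0198, which was 0.067 with library numbers as a block. The batch term gave 3 passing genes.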

Four genes related to the “phenylpropanoid metabolic process” were upregulated (Figure 4d), including *phenylalanine ammonia-lyase 1* (*PAL1*), *laccase 17* (*LAC17*), *LAC8*, and *LAC4/IRX12*. PAL catalyzes the first step from phenylalanine to cinnamic acid in the phenylpropanoid pathway, and downregulation of the *PAL* gene leads to a reduced lignin content [33]. Laccase is involved in the polymerization of lignin, and mutation of *LAC17* and *LAC4* leads to decreased lignin deposition in the stem of *Arabidopsis* [34,35]. In addition, seven genes involved in xylan biosynthesis were upregulated. Among them, *IRX9* encodes glycosyltransferases responsible for xylan backbone synthesis [36], while *xylan alpha-glucuronosyltransferase 1* (*GUX1*) encodes a glucuronosyltransferase responsible for adding GlcA substitutions to xylan [37], and *galacturonosyltransferase 12* (*GAUT12*) is required for xylan and lignin deposition [38] (Table 1). In addition, many genes associated with secondary cell wall components and genes involved in stem growth were upregulated. For instance, fasciclin-like arabinogalactan protein (FLA) belongs to the AGP protein family and may be involved in plant growth and development. 

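Of 28 genes of xylan synthesis, 25 were kept, 19 had a positive log2 fold change and 6 a negative one. The glucuronoxylan methyltransferase genes GXM1 and GXM3 were at 0.809 and 4.09 FPKM in the wild type and at 5.70 and 17.39 FPKM in *hdt1*. ESK1, which acetylates xylan, was at 1.50 ± 0.923 FPKM (SD, n = 3) in the wild type and 6.91 ± 1.41 FPKM (SD, n = 3) in *hdt1*. IRX15 and IRX15L, needed for normal xylan chain length, had log2 fold changes of 2.33 and 1.71. The acetyltransferase gene TBL34 was under 1 FPKM in the wild type, at a mean of 0.159 FPKM, and at 2.17 FPKM in *hdt1*. IRX14 (0.14), IRX10L (0.03), IRX9L (-0.09) and IRX14L (-0.20), which make the xylan backbone too, had values near 0.

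The list median was 0.83, with 0.35 in library 1 and 1.11 in libraries 2 and 4, and 18 genes were positive in both while 4 were negative in both. None of the 25 passed over all genes from limma, 15 were higher at an unadjusted p under 0.05 and 13 when adjusted over the list alone. Camera gave the list an adjusted p of 3.15e-09 (adjusted p = 0.244 with an estimated correlation). The adjusted p from fry was 0.0439, and it was 0.141 with library numbers as a block, 0.0549 with median-ratio scaling, and 0.0509 with quantile normalization and with the stricter filter. A batch term let 6 genes pass.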

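IRX9 (AT2G37090, chromosome 2, 15587394 to 15589369 in TAIR10.1) was at 1.198 ± 1.099 FPKM (SD, n = 3) in the wild type and 6.47 ± 1.00 FPKM (SD, n = 3) in *hdt1*. GUX1 (AT3G18660, chromosome 3, 6419013 to 6422141) was at 2.25 ± 1.88 FPKM (SD, n = 3) and 12.3 ± 2.12 FPKM (SD, n = 3). GAUT12 (AT5G54690, chromosome 5, 22219224 to 22221968) was at 3.20 ± 1.70 FPKM (SD, n = 3) and 13.7 ± 3.09 FPKM (SD, n = 3). In each of these genes every *hdt1* library lay above every wild-type library. The log2 fold change was 1.87 for IRX9 (standard error 0.37, adjusted p = 0.242 from limma), 2.17 for GUX1 (standard error 0.40, adjusted p = 0.242 from limma) and 1.85 for GAUT12 (standard error 0.33, adjusted p = 0.217 from limma). Within library 1 the values were 0.89, 1.01 and 0.85, and within libraries 2 and 4 they were 2.36, 2.75 and 2.36. With the library batch as a term the adjusted p from limma was 0.0451, 0.0412 and 0.0427.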

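Several genes of wall proteins and of wall modification had higher means in *hdt1*. The arabinogalactan protein gene AGP4 was at 4.56 FPKM in the wild type and 22.2 FPKM in *hdt1*, the SKU5-like gene SKS6 at 1.95 and 14.0 FPKM, and SAH7 at 8.18 and 30.4 FPKM. Among enzyme genes, the log2 fold change was 1.47 for CSLA11, a glucomannan synthase, 1.09 for GH9B8 and 1.22 for GH9B5, a pair of endoglucanases, and 1.17 for the galactosidase gene BGAL5. CYP81F2, a cytochrome P450 of indole glucosinolate synthesis, was at 5.38 and 17.5 FPKM (log2 fold change 1.54, standard error 0.18, adjusted p = 0.131 from limma). The cysteine peptidase genes XCP2 and XCP1, which act in the death of tracheary elements, had log2 fold changes of 2.83 and 1.06. For XCP2 the value was 0.96 in library 1 and 3.76 in libraries 2 and 4. In the same cell death list MC9 (-1.06) and RNS3 (-0.14) had negative values.

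The cell death list, with 4 of its 5 genes kept, had a median of 0.46 (-0.07 in library 1, 0.73 in libraries 2 and 4). None passed over all genes from limma, and 2 were higher at an unadjusted p under 0.05 and when adjusted over the list alone. Camera did not call the list (adjusted p = 0.139, and adjusted p = 0.397 with an estimated correlation).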

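FLA11 (AT5G03170, chromosome 5, 752750 to 753657 in TAIR10.1) was at 17.7 ± 10.8 FPKM (SD, n = 3) in the wild type and 68.5 ± 3.33 FPKM (SD, n = 3) in *hdt1*. FLA12 (AT5G60490, chromosome 5, 24325457 to 24326827) was at 9.82 ± 4.08 FPKM (SD, n = 3) and 35.0 ± 2.03 FPKM (SD, n = 3). The log2 fold change of FLA11 was 2.04 (standard error 0.38, adjusted p = 0.242 from limma), with 1.13 in library 1 and 2.49 in libraries 2 and 4. That of FLA12 was 1.80 (standard error 0.27, adjusted p = 0.186 from limma), with 1.22 in library 1 and 2.08 in libraries 2 and 4. In both genes the wild-type library 1 stood above wild-type libraries 2 and 4, and all *hdt1* libraries stood higher still.

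**Figure D2:**
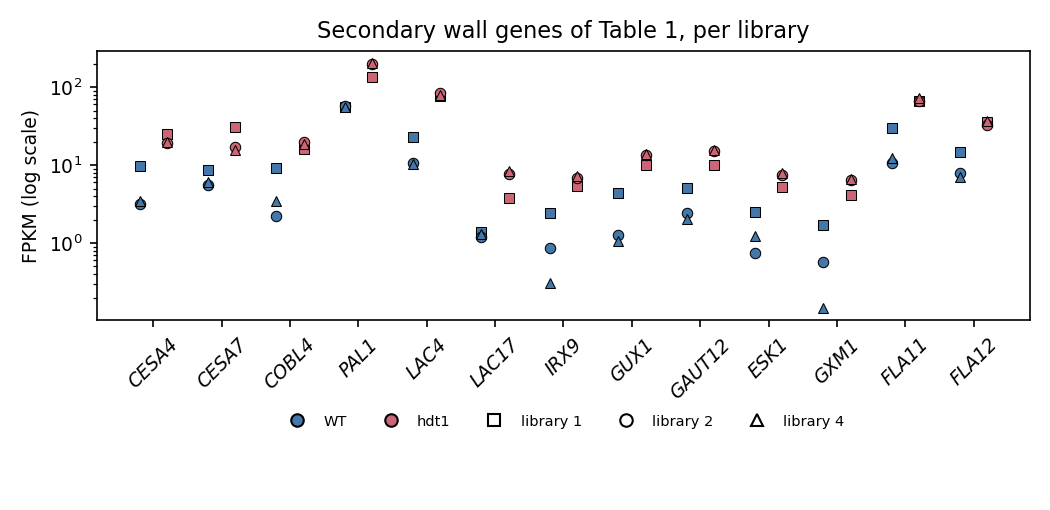
FPKM on a log axis for 13 genes of cellulose, lignin and xylan synthesis and wall proteins in single libraries. Blue symbols are wild type and red symbols *hdt1*, and squares, circles and triangles are libraries 1, 2 and 4. For each of the 13 genes the *hdt1* libraries lie above the wild-type libraries, as for FLA11 with means of 17.7 and 68.5 FPKM.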

*FLA11* and *FLA12* were upregulated in the *hdt1* mutant, and *AtFLA11*, *PtFLA11*, and *ZeFLA11* are all involved in the formation of secondary cell walls [39,40,41]. *AtFLA11* and *AtFLA12* mutations affect the strength and elasticity of plant stems [42].

Many transcription factors involved in lignification were upregulated in the *hdt1* mutant, including MYB, IAA, and ERF transcription factors. 

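Of 31 listed NAC, MYB and other transcription factor genes of the secondary wall, 20 were kept, 17 with a positive and 3 with a negative log2 fold change. VND3, a regulator of vessel formation, was at 1.34 ± 0.199 FPKM (SD, n = 3) in the wild type and 2.94 ± 0.231 FPKM (SD, n = 3) in *hdt1* (log2 fold change 0.75, standard error 0.17, adjusted p = 0.251 from limma). MYB63, an activator of lignin genes, had a log2 fold change of 1.04, SND2 1.28 and MYB103 0.95. The fiber master regulators NST1 and SND1 had 0.89 and 0.57, and MYB46 and MYB58 had 0.12 and 0.04. MYB69 was at 17.0 FPKM in the wild type and 10.7 FPKM in *hdt1* (log2 fold change -0.67).
MYB87, the MYB gene of Table 1 (AT4G37780, chromosome 4, 17758232 to 17759746 in TAIR10.1), was listed at 0, 0.0208 and 0 FPKM in wild-type libraries 1, 2 and 4. In *hdt1* it was listed at 0, 4.17 and 3.84 FPKM, so the genotypes differed in libraries 2 and 4 alone. WRKY54 had a log2 fold change of 1.92 (adjusted p = 0.298 from limma), with 0.41 in library 1 and 2.67 in libraries 2 and 4, and OFP2 had 1.23.

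The list median was 0.43 (0.28 in library 1, 0.32 in libraries 2 and 4). None of the 20 passed over all genes from limma or when adjusted over the list alone, and 4 were higher and 1 lower at an unadjusted p under 0.05. Camera gave an adjusted p of 0.00167 (adjusted p = 0.465 with an estimated correlation), but 0.224 for the 12 genes left by the stricter filter. Fry gave an adjusted p of 0.315, which was 0.0221 with library numbers as a block. With the library batch as a term 4 passed.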

PtMYB4 and EgMYB2 have been reported to be involved in lignification by binding to AC elements in the promoter region of lignin biosynthesis genes [43], thus regulating secondary wall formation and lignin deposition [12]. Different MYB transcription factors can act as activators or repressors in lignification [44]. It has been reported that MYB87 affects cell wall organization and remodeling [45]. Other transcription factors related to hormone signaling were upregulated in the *hdt1* mutant. Auxin is a key signaling molecule involved in secondary xylem formation and cambial cell division [46,47]. Among auxin-related genes, two *AUXIN/INDOLE-3-ACETIC ACID* (*AUX/IAA*) factors, *IAA2* and *IAA19*, were upregulated in *hdt1* mutants. 

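IAA2 (AT3G23030, chromosome 3, 8180646 to 8182095 in TAIR10.1) was at 62.0 ± 7.86 FPKM (SD, n = 3) in the wild type and 188 ± 53.8 FPKM (SD, n = 3) in *hdt1*. IAA19 (AT3G15540, chromosome 3, 5264001 to 5265695) was at 4.88 ± 0.818 FPKM (SD, n = 3) and 15.6 ± 2.77 FPKM (SD, n = 3). Their log2 fold changes were 1.55 (standard error 0.26, adjusted p = 0.215 from limma) and 1.49 (standard error 0.20, adjusted p = 0.157 from limma). They were 1.24 and 1.31 in library 1 and 1.70 and 1.58 in libraries 2 and 4. In the same family of auxin-response repressors, IAA10 (1.02) and IAA9 (0.59) were also higher in each *hdt1* library than in each wild-type library, while IAA3 had 0.00 and IAA28 had -0.45.

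Of 25 family members 19 were kept, 13 with positive values, and the median was 0.28 (0.20 in library 1, 0.31 in libraries 2 and 4). From limma none passed over all genes, 5 were higher at an unadjusted p under 0.05, and IAA2 and IAA19 alone passed when adjusted over the list alone. Camera gave an adjusted p of 0.0075 (adjusted p = 0.244 with an estimated correlation) and fry an adjusted p of 0.0767, or 0.0446 with median-ratio scaling and 0.0463 with quantile normalization. With the library batch as a term 3 were higher and 1 lower.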

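ERF071 (AT2G47520, chromosome 2, 19502776 to 19503702 in TAIR10.1), also known as HRE2, was listed at 0, 0.0674 and 0.0361 FPKM in wild-type libraries 1, 2 and 4 and at 0.0323, 13.3 and 14.9 FPKM in *hdt1*. It thus stood high in *hdt1* libraries 2 and 4 and near 0 in all other libraries, and it fell below the filter for testing. ERF115 (AT5G07310, chromosome 5, 2305551 to 2306837) was at 0.477 ± 0.354 FPKM (SD, n = 3) in the wild type and 3.63 ± 1.55 FPKM (SD, n = 3) in *hdt1*. Its log2 fold change was 1.61 (standard error 0.35, adjusted p = 0.242 from limma), with 0.86 in library 1 and 1.99 in libraries 2 and 4.
HRE2 takes part in the response to low oxygen, and some other genes of that response also stood highest in *hdt1* libraries 2 and 4. The alcohol fermentation gene PDC1 was listed at 0.628 FPKM in *hdt1* library 1 and at 30.6 and 29.1 FPKM in *hdt1* libraries 2 and 4, against 0.536, 0.472 and 0.414 FPKM in the wild type. The hemoglobin gene HB1 was at 0.367, 67.3 and 79.6 FPKM in *hdt1* and at 0.614, 5.33 and 4.69 FPKM in the wild type.

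Of 16 hypoxia genes 12 were kept, all with a positive log2 fold change, and the median was 0.80 (0.11 in library 1, 1.03 in libraries 2 and 4). None passed over all genes from limma, when adjusted over the list alone or with the library batch as a term, and 3 were higher at an unadjusted p under 0.05. Camera gave an adjusted p of 0.000523 (adjusted p = 0.354 with an estimated correlation) and fry an adjusted p of 0.202.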

Two *ETHYLENE RESPONSE FACTOR* (*ERF071* and *ERF115*) genes encoding AP2/ERF transcription factors are involved in the ethylene signaling pathway and regulation of cell division in the cambium during vascular development. It has been reported that *erf018/erf109* double mutant displays reduced cell numbers in the vascular bundle [48]. The transcription factor, ERF115, acts as the rate-limiting factor for quiescent center cell division, controlling stem cell longevity [49].

In total, 45 genes were significantly downregulated in the *hdt1* mutant (Figure 4a). 

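Among the downregulated genes of Table 1, GIF1 (GRF-INTERACTING FACTOR 1), a growth coactivator, was listed at 1.19, 5.04 and 5.36 FPKM in wild-type libraries 1, 2 and 4 and at 0.0379, 0.323 and 0.0808 FPKM in *hdt1*. Its log2 fold change was -1.94 (standard error 0.44, adjusted p = 0.251 from limma), with -1.08 in library 1 and -2.37 in libraries 2 and 4. HEI10, a meiotic recombination factor, was at 3.59 ± 0.118 FPKM (SD, n = 3) in the wild type and 0.885 ± 0.294 FPKM (SD, n = 3) in *hdt1* (log2 fold change -1.30, standard error 0.19, adjusted p = 0.168 from limma). The span of HEI10 overlaps that of MRD1 over 1446 bp, and MRD1 was at 2.86 and 0.171 FPKM, so reads of this pair may be shared. AT1G24793, named LPXC4 in Table 1, was at 6.25 and 0.800 FPKM, a log2 fold change of -1.96 (standard error 0.32, adjusted p = 0.214 from limma). It belongs to a family of near-identical copies that may share reads, and the copies AT1G24880 (1.96 and 1.80 FPKM) and AT1G25054 (6.09 and 7.56 FPKM) differed less. SPL8 was listed at 0.260, 0.694 and 0.834 FPKM in the wild type and at 0.0814, 0.0144 and 0 FPKM in *hdt1*. In the batch fit, ERF113, GIF1, HEI10 and AT1G24793 passed at an adjusted p under 0.05 from limma.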

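Several genes of seed reserves were listed in wild-type libraries 2 and 4 and at or near 0 in all other libraries. The 2S albumin genes SESA3 and SESA4 were listed at 48.4 and 48.9 FPKM and at 90.13 and 85.44 FPKM in wild-type libraries 2 and 4, and at 0 in wild-type library 1 and in all *hdt1* libraries. The cruciferin gene CRA1 was listed at 22.7 and 22.1 FPKM in those libraries and at 0 elsewhere. PAP85 (AT3G22640), a vicilin-like seed storage protein gene of Table 1, was listed at 0, 19.8 and 21.4 FPKM in wild-type libraries 1, 2 and 4 and at 0, 0.0142 and 0.0142 FPKM in *hdt1*. Other seed genes were present in *hdt1* too. The 2S albumin gene SESA1 was listed at 0, 5.08 and 4.67 FPKM in the wild type and at 0.220, 8.96 and 7.50 FPKM in *hdt1*. The oleosin gene OLEO4 was above 0 throughout, at 2.21, 19.0 and 16.6 FPKM in the wild type and 2.88, 4.73 and 5.01 FPKM in *hdt1*. ECP63, a late embryogenesis protein gene, was likewise higher in *hdt1* libraries 2 and 4, at 0.236, 1.88 and 1.78 FPKM in the wild type and 0.431, 11.2 and 13.2 FPKM in *hdt1*.

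Of 22 seed genes only 4 passed the filter (ECP63, OLEO4, EM1 and SESA1), with a median log2 fold change of -0.07 but a mean of 0.09, and with medians of 0.24 in library 1 and -0.18 in libraries 2 and 4. None of the 4 passed the limma test, over all genes, at an unadjusted p under 0.05 or when adjusted over the list alone, and camera did not call the list (adjusted p = 0.906, and adjusted p = 0.964 with an estimated correlation). Without the filter, 20 seed genes had a median of -2.26 and camera called the list lower (adjusted p = 8.75e-05, and adjusted p = 0.456 with an estimated correlation). With a stricter filter, 11 genes had a median of -2.94 and camera called it lower as well (adjusted p = 0.00028, and adjusted p = 0.449 with an estimated correlation).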

Based on GO term enrichment analysis, pathways related to “nutrient reservoir activity” and “seed maturation and post-embryonic development” were represented (Figure 4e). One downregulated gene, *PROTODERMAL FACTOR 1* (*PDF1*), is expressed in the protoderm of organ primordia [50], and is responsible for fiber cell differentiation in cotton [51], while the functions of other genes were largely unreported.

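PDF1 (AT2G42840, chromosome 2, 17826071 to 17827648 in TAIR10.1) was listed at 0.833, 5.92 and 5.33 FPKM in wild-type libraries 1, 2 and 4 and at 0.214, 0 and 0 FPKM in *hdt1*. All *hdt1* libraries were below all wild-type libraries, with a log2 fold change of -0.60 in library 1 and -2.73 in libraries 2 and 4. The regulators of epidermal identity ATML1 and PDF2 had -0.21 and -0.54, the cuticular wax genes CER1 and CER6 had 1.03 and -0.70, and the lipid transfer protein gene LTP1 had -0.44.

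Of 12 epidermis genes 11 were kept, without PDF1, and their median was -0.16 (0.12 in library 1, -0.43 in libraries 2 and 4). None passed from limma over all genes, at an unadjusted p under 0.05, when adjusted over the list alone or with the library batch as a term. Camera did not call the list (adjusted p = 0.776, and adjusted p = 0.964 with an estimated correlation).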

We verified the DEGs obtained from the transcriptomic analysis through qRT-PCR analysis. Twelve genes were selected based on high fold change and/or functional relevance (Figure 4c). Close agreement of the fold changes between qRT-PCR and the transcriptomic data indicated that the transcriptomic data were reliable (Pearson’s correlation coefficient of 0.9214) (Table S3).

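For the 12 genes measured by qRT-PCR, the RNA-seq fold changes followed the order of the qRT-PCR values given in Table S3. The paper chose these genes for a high fold change, for their function or for both, and they lie on both sides of 0. A high correlation with a small p was therefore likely from the choice alone, and the p-values are not independent evidence. Across genes, which are not independent replicates, Pearson's r was 0.979 (permutation test, p = 3e-05, adjusted p = 5.2e-05 by Benjamini-Hochberg over 7 relations) on the log2(FPKM + 1) scale. Spearman's rho was 0.958 (permutation test, p = 1e-05, adjusted p = 3.5e-05). All 8 genes higher by qRT-PCR, such as LAC8 and ERF115, were higher in the RNA-seq means, and ERF113, PAP85, GIF1 and PDF1 were lower by both. Among the 8 higher genes alone, r was 0.782 (exact permutation test, p = 0.018, adjusted p = 0.021). Leaving out PAP85 and PDF1, the genes farthest from the median, gave r = 0.977.
Within libraries 2 and 4 r was 0.974 (rho 0.965), and within library 1 r was 0.646 (permutation test, p = 0.024, adjusted p = 0.024) and rho 0.336 (permutation test, p = 0.28, adjusted p = 0.28), where LAC8, ERF071 and PAP85 had log2 fold changes of 0.00, 0.05 and 0.00. On the scale of the paper's table, the log2 ratio of the mean FPKM of each genotype, r was 0.922.

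**Figure D3:**
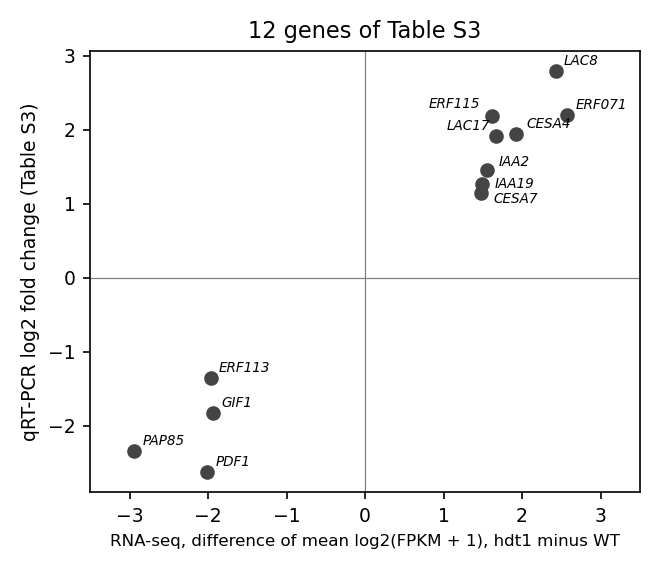
Log2 fold change (*hdt1* over wild type) of 12 genes by RNA-seq on the log2(FPKM + 1) scale (horizontal axis) and by qRT-PCR, as given in Table S3 (vertical axis). Each labelled point is a gene, and the points run from PAP85 and PDF1 at the lower left to LAC8 and ERF071 at the upper right (r = 0.979).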

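Across the libraries, *hdt1* stems with 9.32% to 33.5% of the wild-type level of HDT1 RNA had higher means for CESA4, CESA7 and CESA8, for PAL1, LAC4 and LAC17, and for IRX9, GUX1 and GAUT12. The difference was present in each batch, and for all of these genes it was larger in libraries 2 and 4 than in library 1 except for CESA7. Library 1 had the least HDT1 left, 9.32% against 32.4% and 33.5% in libraries 2 and 4. Yet the median log2 fold change of the 56 wall enzyme genes was smaller there, 0.49 against 1.34. With 1 library per genotype in that batch, this order was not tested. Whether this genotype difference differed between the batches was not tested. Over all genes kept, log2 fold changes within library 1 and within libraries 2 and 4 correlated weakly (Pearson's r = 0.18, Spearman's rho = 0.14). In libraries 2 and 4, 1588 genes were over 1 and 661 under -1. In library 1 these counts were 398 and 130, and 136 and 30 genes passed these limits in both. From the higher expression of cellulose, lignin and xylan genes in the mutant, the paper reasons that the pathways of secondary wall synthesis are linked to the thicker walls it measured in *hdt1* stems.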

Overall, transcriptomic analysis demonstrated that the upregulated genes in various pathways of secondary wall synthesis were related to thicker secondary cell walls in *hdt1* mutant plants. In addition, many DEGs were related to cell division, which may lead to cell number alteration in *hdt1* mutants. 

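Genes of the cell cycle were low in these mature stems, and few could be tested. Of 19 genes of mitosis, 2 passed the filter, CDKB2;1 (2.37 ± 0.366 FPKM in the wild type and 2.23 ± 0.930 FPKM in *hdt1*, SD, n = 3) and KNOLLE (1.17 ± 0.328 and 1.39 ± 1.67 FPKM, SD, n = 3). The cyclin gene CYCB1;1 was at 0.221 FPKM in the wild type and 0.226 FPKM in *hdt1*. Of 13 genes of DNA replication 4 were kept, with log2 fold changes of -0.50 for MCM3, -0.23 for PCNA2, 0.11 for TSO2 and 0.37 for CYCD3;1. In the cambium and vascular list, TMO6, a DOF transcription factor gene of vascular cell division, was at 9.58 ± 1.19 FPKM (SD, n = 3) in the wild type and 22.6 ± 1.95 FPKM (SD, n = 3) in *hdt1*, with 1.19 in library 1 and 1.15 in libraries 2 and 4. CLE44, which encodes the TDIF peptide, was at 25.4 ± 1.62 FPKM (SD, n = 3) and 16.2 ± 0.612 FPKM (SD, n = 3), with -0.57 and -0.64, though 492 bp of its span overlap a neighbouring gene. The TDIF receptor gene PXY had 0.27, HB8 0.62, PEAR1 0.88 and WOX4 1.09, whereas WOX14 had -0.34 and KNAT1 -0.42.

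Of 23 cambium genes 22 were kept, with a median of 0.09 (0.36 in library 1, -0.19 in libraries 2 and 4). By limma none of them passed over all genes, 4 were higher and 1 lower at an unadjusted p under 0.05, and when adjusted over the list alone TMO6 was higher and CLE44 lower. Camera did not call this list (adjusted p = 0.278, and adjusted p = 0.682 with an estimated correlation) or the DNA replication list (median -0.06, with 0.28 in library 1 and -0.11 in libraries 2 and 4, adjusted p = 0.764, and adjusted p = 0.786 with an estimated correlation). Without the filter all 13 DNA replication genes were tested, most of them under 1 FPKM, and the list turned to a median of 0.36 and was called higher by camera (adjusted p = 4.55e-05, and adjusted p = 0.147 with an estimated correlation) and by fry (adjusted p = 0.0202). None of the cell cycle genes kept passed from limma, over all genes, at an unadjusted p under 0.05 or when adjusted over their lists alone.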

Altered expression of these genes may result in altered cambium cell proliferation and increased cell wall thickness in the *hdt1* mutant.

## 3. Discussion

Previous studies suggested that histone acetylation affects gene expression in the regulatory network and induces pleiotropic effects in the development of *Arabidopsis* [25]. This study investigated the expression pattern and mechanism of HDACs underlying stem vascular tissue formation through anatomical and transcriptomic analyses. Our results revealed that *HDT1* is involved in regulating cell division and secondary growth-related genes, and thus influences the cell number, cell size, and deposition of cell wall components during vascular tissue development.

### 3.1. HDT1 Participates in Regulation of Secondary Cell Wall Deposition during Xylem Development

Our data revealed that loss of HDT1 increases lignin content while also causing cell wall thickening during xylem development, which suggests that HDT1 regulates secondary cell wall formation and lignin biosynthesis. It has been reported that acetylation changes can affect gene expression and that the loss of HDAC (HDA19) causes developmental defects in *Arabidopsis*, including dwarfism, premature senescence, abnormal leaves, delayed flowering, and other phenotypes [28]. In this study, qRT-PCR and transcriptomic data revealed that many genes related to the biosynthesis of secondary wall components, including cellulose, lignin, and xylan, were upregulated in the *hdt1* mutant. Some of these upregulated genes affected the quantities of certain cell wall components. For example, CESA proteins are responsible for the synthesis of cellulose, and hence increases in *CESA4* and *CESA7* expression affect the content of cellulose [52]. Overexpression of several MYB genes from *Antirrhinum*, *Arabidopsis*, and grape (*Vitis vinifera*) has been shown to cause an alteration in lignin biosynthesis [53,54]. MYB87 may function as a regulator of genes affecting cell wall organization and remodeling [45]. PAL directly participates in the lignin biosynthesis pathway [12], and downregulation of PAL leads to reduced lignin content [33]. These genes are found among the upregulated DEGs in the *hdt1* mutant, which is consistent with the increased lignin content. Since lignin is mainly deposited in fibers and tracheary elements, TEM also showed that the cell wall in these cells became thicker. Therefore, HDT1 may affect cell wall deposition by regulating these related genes.

### 3.2. HDT1 Regulates Cell Division in Vascular Cambium

Cambium has meristem characteristics and thus can continue to proliferate or differentiate, a capability that plays an important role in the processes of root and stem growth. Our results showed that the number of xylem and phloem cells increased in the *hdt1* mutant. Through changes in the level of acetylation or altered expression of related genes, the number and morphology of cells can be changed. In principle, the increase in meristem cell number due to hyperacetylation could be caused either by an increased rate of cell division in meristematic cells or by delayed differentiation. Meanwhile, treatment with trichostatin A (TSA), an inhibitor of certain zinc-binding motif-containing histone deacetylases [55]. A previous report showed that increased levels of histone acetylation following TSA treatment delay cell differentiation in the root meristem, resulting in a greater number of meristem cells [56]. In our study, the absence of *hdt1* led to an increase in xylem cell numbers. Meanwhile, our qRT-PCR and transcriptomic data showed that many hormone-related genes, including *GA2ox8*, *IAA19*, and *IAA2*, were upregulated in *hdt1* mutants. 

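GA2ox8 (AT4G21200, chromosome 4, 11302682 to 11306770 in TAIR10.1), whose enzyme inactivates gibberellin precursors, was at 1.89 ± 3.02 FPKM (SD, n = 3) in the wild type and 10.2 ± 3.72 FPKM (SD, n = 3) in *hdt1*. Its log2 fold change was 2.41 (standard error 0.71, adjusted p = 0.294 from limma), with 1.28 in library 1 and 2.98 in libraries 2 and 4. GA2ox6, another gibberellin 2-oxidase gene, was at 4.63 and 35.6 FPKM (log2 fold change 2.30), while GA2ox2 was at 32.9 and 11.05 FPKM (-1.28). The biosynthesis gene GA20ox1 had 0.56, with -0.62 in library 1 and 1.16 in libraries 2 and 4.

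Of 16 genes of gibberellin metabolism these 4 were kept, with a median of 1.43 (0.22 in library 1, 2.04 in libraries 2 and 4). None passed over all genes from limma or when adjusted over the list alone, and GA2ox8 and GA2ox6 were higher at an unadjusted p under 0.05. With the library batch as a term GA2ox8 and GA2ox6 were higher and GA2ox2 lower. Camera did not call the list (adjusted p = 0.127, and adjusted p = 0.397 with an estimated correlation).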

Gibberellin (GA) can control root cell proliferation [57]. In *hdt1/2i*, upregulation of *GA2ox2* may lead to a decrease in the GA level, affecting the number of root meristem cells [27]. In addition to GA, the plant growth regulator auxin also controls cell identity, cell division, and cell expansion. In roots, an auxin gradient is clearly associated with patterns of cell proliferation and elongation observed along the apical–basal axis [58]. Overexpression of *AtIAA19* in *Arabidopsis* promotes the growth of roots, leaves, and stems [47]. Therefore, we propose that *HDT1* might also be involved in regulation of cambium activity, leading to increased xylem cell numbers.

However, we still do not know how *HDT1* regulates transcription of these genes. Histone deacetylation mediated by HDACs is recognized as playing a role in the regulation of gene expression and biological processes and is important in transcription inhibition and/or gene silencing. HD2 proteins mediate transcriptional repression by catalytic activity and decrease the acetylation level globally or specifically in plants [17]. Compared with the wild type, plants overexpressing *HDA19* showed phenotypic differences due to decreases in acetylated histone 3 (H3) [59]. The overexpression of *OsHDAC1* reduced the level of acetylated H4 significantly, which was accompanied by accelerated growth and alterations in plant architecture [60]. Histone deacetylases directly regulate gene transcription at a specific locus. It has been reported that *AtHD1* (*AtHDA19*) regulates gene expression during leaf and flower development, and gene activation is associated with increased acetylation levels at specific loci in the vicinity of promoters [61]. The HDAC proteins (HDT1/HDT2) have been found to repress the expression of *GA2OX2* by negatively regulating the acetylation level of *GA2OX2* in roots [27]. Based on our study, we speculate that the acetylation levels of *hdt1* mutants may affect morphological changes by regulating the expression of specific genes during vascular development. Acetylation thus influences stem growth by regulating cell proliferation and expanding secondary metabolite deposition in *Arabidopsis*.

Meanwhile, HDACs can also recruit other transcription repressor proteins as a complex to the promoter of target genes, thus repressing gene transcription. For example, HDA19 interacts with HSL1 to repress the expression of seed maturation genes. In the *hda19* mutant, the increased expression of seed maturation genes was correlated with histone hyperacetylation of chromatin [62]. HDT701 could bind to the promoter region of defense-related transcription factors, such as *MAPK6* and *WRKY53*, and negatively regulate their expression [63]. Whether increased expression of secondary growth genes in stems are caused by site-specific histone hyperacetylation or by recruiting other repressors needs to be determined by chromatin immunoprecipitation (ChIP) assays and bimolecular fluorescence complementation (BiFC), respectively.

In summary, *HDT1* may directly or indirectly affect gene expression during vascular tissue formation and is involved in vascular development and secondary metabolite deposition. Histone deacetylase might mediate chromatin structure changes and play an important role in regulating the division and differentiation of the vascular tissues.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

*Arabidopsis thaliana* (L.) Heynh Columbia was used as the wild type. The T-DNA insertion mutant seeds, AT3G44750 (GABI_355H03 and GABI_768H10), were obtained from the Arabidopsis Biological Resource Center. Transgenic *Arabidopsis* seeds created through complementation were obtained from a laboratory at Wageningen University [27]. The seedlings were sown in peat moss-enriched soil, vernalized for 5 days at 4 °C in the dark, and grown at 22 ± 3 °C for 1 to 2 months under a 14-h light/10-h dark cycle. PCR amplification was performed to identify homozygous plants using the following primers: *HDT1*-1-LB, 5′-ATATTGACCATCATACTCATTGC-3′. *HDT1*-1-LP, 5′-CGGCTTCGTATTAAAACCCTC-3′. HDT1-1-RP, 5′-GCCTTTGGTTTAGCTACAGCC-3′. And *HDT1*-2-LB, 5′-ATATTGACCATCATACTCATTGC-3′. *HDT1*-2-LP, 5′-CATCAATCGTGAAGCCTTG-3′. HDT1-2-RP, 5′-GTTGCAATATTCTCACA-3′.

### 4.2. Stem Growth Phenotype Analyses

The growth state of *Arabidopsis* was recorded in a phased way to examine the height and growth of the stem. We collected material based on the developmental stage and modified as previously described [64]. The growth state of the stem was divided into three stages. At the T1 stage, with bolting, the primary stem has begun to form. At the T2 stage, the plant has bolted and is flowering. At the T3 stage, all siliques have formed with only very few apical buds still present and the stems have turned yellow. More than 20 plants at various stages were measured in each line, including wild type, *hdt1* mutant, and the complementation transgenic line. Each sample was analyzed three times. All measurements and statistics were done using Origin8.0 and ImageJ2x Software.

### 4.3. RT-PCR and Quantitative Real-Time PCR (qRT-PCR)

HDT1 expression in various *Arabidopsis* tissues was assessed by semi-quantitative RT-PCR. Stems, roots, and leaves of *Arabidopsis* at the T3 stage were collected. According to the manufacturer’s instructions (Aidlab, Beijing, China), total RNA was isolated and first-strand cDNA synthesis was performed using a FastQuant Reverse Transcription Kit (Tiangen Biotech, Beijing, China). Actin was used as a reference gene with the actin-F/R primers: 5′-CGTATGAGCAAGGAGATCAC-3′ and 5′-CACATCTGTTGGAAGGTGCT-3′. HDT1 forward primers 5′-AGAAGAGCCTACACCTAAGAAGC-3′ and reverse primer 5′-TGAGACTTGACTGGCCGACT-3′ were used to amplify *HDT1*. The conditions for PCR were as follows: 95 °C for 5 min; 30 cycles at 94 °C for 10 s, 59 °C for 20 s, and 72 °C for 20 s; and 72 °C for 10 min. The intensity of PCR products detected by agarose gel electrophoresis indicated the gene expression level.

qRT-PCR analyses of the differentially expressed genes in stems at the T3 stage were performed using 2× SYBR Green qPCR mix (Thermo Scientific, Carlsbad, CA, USA on an iQ5 Multicolor Real-Time PCR detection system (Bio-Rad, Hercules, CA, USA). Primer information is shown in Table S2. The RNA of *hdt1* and wild-type *Arabidopsis* thaliana stems was extracted, and cDNA was synthesized as described above. The PCR conditions were as follows: 94 °C for 15 min; 40 cycles at 94 °C for 30 s, 55 °C for 20 s, and 72 °C for 20 s. Then, the solubility curves of the reaction were calculated, and the reaction was carried out at 95 °C for 30 s, at 65 °C for 30 s, and slowly raised to 95 °C with an increment of 0.5 °C/s. Error bars represent the standard error of independent triplicate assays. Data were analyzed using iQ5 software, and differences in gene expression were calculated using the 2^−ΔΔ*C*t^ method [65]. Each sample was analyzed three times.

### 4.4. RNA-Sequencing and Analysis of Differentially Expressed Genes

Stems without flowers and leaves from wild-type and *hdt1* mutant plants at the T3 stage were collected in triplicate. Total RNA was isolated using TRIzol reagent (Invitrogen, San Diego, CA, USA according to the manufacturer’s protocol. The Illumina Genome Analyzer (HiSeq 2000, Illumina, San Diego, CA, USA was used to sequence the samples. The gene expression level was calculated using reads per kb per million reads (RPKM) [66]. To analyze the differences between the wild-type and *hdt1* mutant plants, the DEGseq R package (1.12.0) was used. *p*-values were adjusted using the Benjamini method. A corrected *p*-value < 0.005 and |log2Ratio| >1 were set as the threshold for significantly different expression. Gene ontology (GO) enrichment analysis of differentially expressed genes was carried out using the GOseq R package, in which gene length bias was corrected [67]. The GO term (corrected *p*-Value < 0.05) was considered to be significantly enriched in differentially expressed genes. The data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121407) under accession number GSE121407.

### 4.5. Microscopy

For histological analysis, we collected the first basal node of stems immediately above the uppermost rosette leaf and fixed at the T1, T2, and T3 stages (Figure S1) from wild-type, complementation transgenic line, and *hdt1* T-DNA insertion mutant plants in FAA (75% ethanol:acetic acid:formaldehyde, 90:5:5) for 36 h at 4 °C and then stored them in 75% ethanol. The stems were dehydrated with an alcohol gradient (75%, 85%, 95%, and 100% ethanol, 50 min each step), the stem was prestained with 0.1% Safranin O in ethanol, the ethanol was replaced with dimethylbenzene, and the samples were then embedded in paraffin (Sigma). Samples were cut in 8-μm thick transverse continuous slices with a Leica RM2016 microtome and dewaxed in dimethylbenzene, then dyed again in 0.1% Safranin O water solution for 12 h. These samples were rinsed three times with water and sealed with resin when they were dried. We observed these samples under a Leica DCF500 microscope. Micrographs of sections from five specimens at the T3 stage were analyzed from each line. Six vascular bundles in each specimen were counted. The number of xylem and phloem cells was counted, and the cross-sectional area was measured using ImageJ2x and each sample repeated three times. Statistical differences were determined using Student’s *t*-test.

### 4.6. Transmission Electron Microscopy (TEM)

The first basal segments of stems were collected for TEM at the T3 stage. The samples were stored in 0.25% glutaraldehyde, and then rinsed three times with PBS buffer. The samples were incubated in 1% osmic acid for 3 h, and then rinsed three times with PBS buffer. The samples were dehydrated with an alcohol gradient (75%, 85%, 95%, and 100% ethanol, 30 min each step), the ethanol was then replaced with propylene oxide, and the samples were embedded in low viscosity (Spurr’s) resin. For observation of subcellular structures, ultrathin sections (70 nm) were obtained with a UC6 ultramicrotome (Leica). Image acquisition was performed using an H-7650 transmission electron microscope (Hitachi) at 80 kV and an 832 charge-coupled device camera (Gatan, Warrendale, PA, USA. The materials were the same as those used for paraffin sections. Samples were collected from five plants in each line at the T3 stage, and each line was repeated three times. Approximately 60 cells, including fiber cells and tracheary elements, were counted in each sample. ImageJ2x software was used to calculate the cell size and cell wall thickness. Statistical differences were determined using Student’s *t*-test.

### 4.7. Lignin Analysis

The stems of the *hdt1* mutant, complementation transgenic line, and wild-type plants were harvested at the T3 stage, frozen immediately in liquid nitrogen, and freeze dried. The stem samples were milled to a fine powder, and then dried in a 100 °C oven. These materials were extracted with 75% ethanol at 28 °C for 12 h, and dissolved in ethanol:methylbenzene (2:1). The extracted samples were vacuum dried, and all the samples were sifted through a 100-mesh screen to preserve the samples. The samples (4–6 mg) were put into a reagent bottle, and 7.5 mL of glacial acetic acid, 2.5 mL of acetyl bromide, and 400 μL of perchloric acid were added successively to the bottle. Samples were incubated in a 70 °C water bath for 1 to 2 h and 2 M sodium hydroxide was added to stop the reaction, then glacial acetic acid was added to make a 50 mL final volume. Under the same conditions, the solution without experimental material was used as a control. The OD_280_ was measured using an ultraviolet spectrophotometer. The Klason technique was used to measure the lignin content [68]. Samples were collected from five wild-type plants and five *hdt1* mutant plants at the T3 stage. Each sample was analyzed three times.

## Figures and Tables

**Figure 1:**
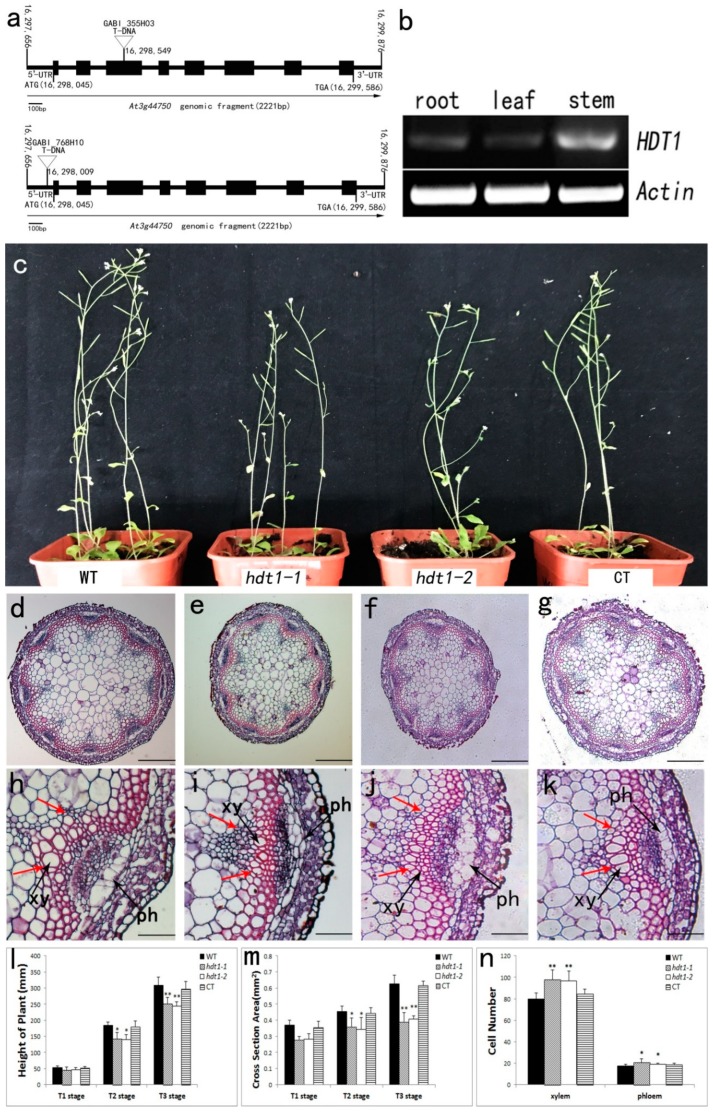
T-DNA insertion mutant and *HDT1* gene expression analyses. Morphological analysis of the *hdt1* mutant and wild-type plants. T1 stage: bolting begins to form the primary stem. T2 stage: the plant has bolted and is flowering. T3 stage: all siliques have formed and the stems have turned yellow. (**a**) Structure of T-DNA insertion sites in *hdt1-1* and *hdt1-2*. Exons are represented by black filled boxes. (**b**) *HDT1* spatial expression analyses by reverse transcription-polymerase chain reaction (RT-PCR). (**c**) Plant growth status in the T2 stage. (**d**–**g**) Cross sections of stems at low magnification in the T3 stage. (**d**), WT; (**e**), *hdt1-1*; (**f**), *hdt1-2*; and (**g**), CT line. Scale bars = 200 μm (**d**–**g**). (**h**–**k**) Cross sections of stems at high magnification view in the T3 stage. (**h**), WT; (**i**), *hdt1-1*; (**j**), *hdt1-2*; and (**k**), CT line. The xylem (xy) and phloem (ph) are indicated. Double red arrows indicate areas that were measured. Scale bars = 50 μm (**h**–**k**). (**l**) Height of stems during different developmental stages. (**m**) Cross-sectional areas of stems during different developmental stages. (**n**) Total number of xylem and phloem cells in a vascular bundle in the T3 stage. (Red double arrows show the area of cells. Data presented are the means of three replicates ± SD. **, *p*-value < 0.01; *, *p*-value < 0.05).

**Figure 2:**
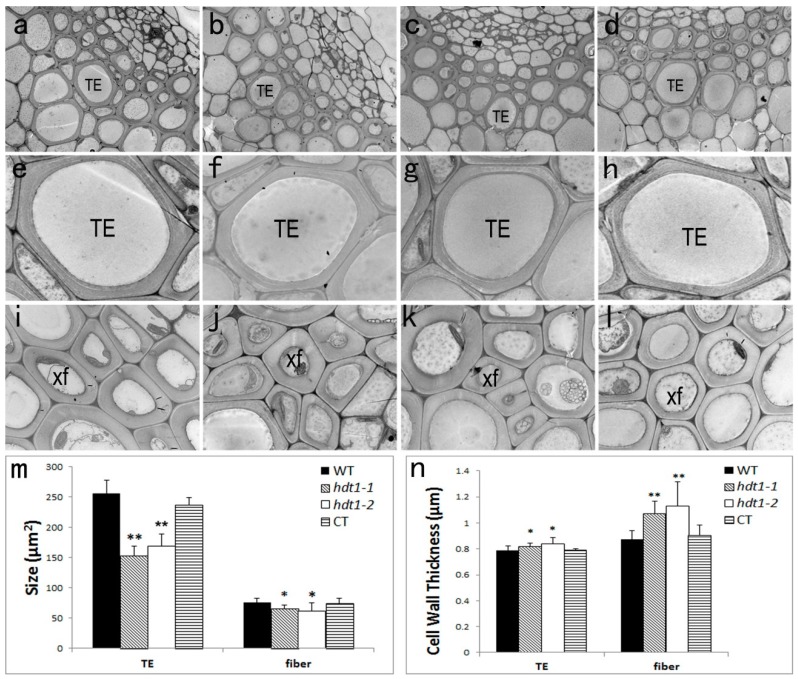
TEM of fiber cells and tracheary elements of the *hdt1* mutant, the CT line, and wild-type plants. Fiber cells and tracheary elements from the T3 stage were sectioned and examined under TEM. (**a**,**b**,**i**) Xylem cells in wild-type plants. (**a**) Overview of xylem cells. High-magnification images of tracheary elements (**e**) and fiber cells (**i**) in wild-type plants are shown. (**b**,**f**,**j**) Xylem cells in *hdt1-1* plants. (**b**) Overview of xylem cells. High-magnification images of tracheary elements (**f**) and fiber cells (**j**) in *hdt1-1* plants are shown. (**c**,**g**,**k**) Xylem cells in *hdt1-2* plants. (**c**) Overview of xylem cells. High-magnification images of tracheary elements (**g**) and fiber cells (**k**) in *hdt1-2* plants are shown. (**d**,**h**,**l**) Xylem cells in the CT lines. (**d**) Overview of xylem cells. High-magnification images of tracheary elements (**h**) and fiber cells (**l**) in the CT lines are shown. (**m**) Sizes of tracheary elements (TEs) and fiber cells were measured in wild-type, *hdt1-1*, *hdt1-2*, and CT lines. (**n**) The cell wall thickness of tracheary elements and fiber cells is shown in both wild-type and *hdt1* plants. The cell wall thickness was measured as the mean value of several symmetrical points across the cell wall of each cell. Scale bars = 20 μm (**a**–**d**) and 5 μm (**e**–**l**). The tracheary elements (TEs) and xylary fiber (XF) are indicated. (Data are means of three replicates ± SD. **, *p*-value < 0.01; *, *p*-value < 0.05).

**Figure 3:**
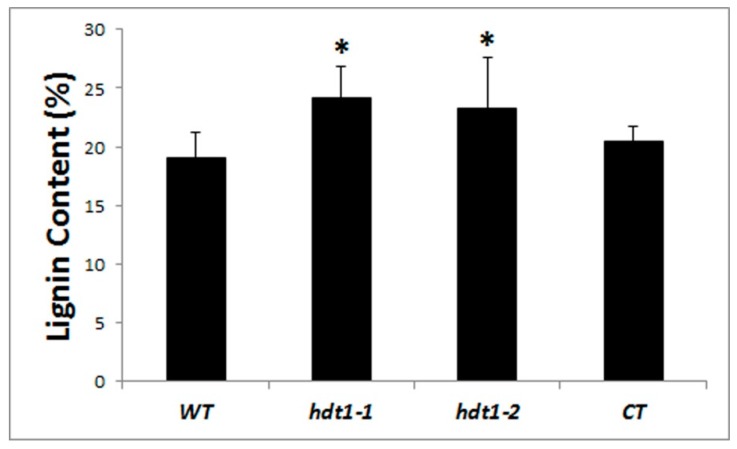
Lignin content in the stems of wild type, *hdt1-1*, *hdt1-2*, and the complementation transgenic line at the T3 stage. (*, 0.01< *p*-value < 0.05).

**Figure 4:**
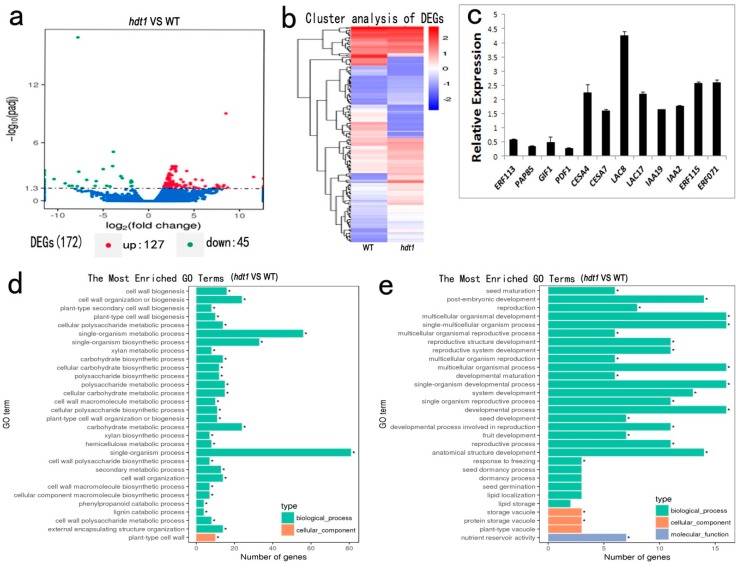
Transcriptomic analysis of differentially expressed genes. (**a**) Genes with significant differences in expression are indicated in the volcano plot by red dots (upregulation), green dots (downregulation), and blue dots (no significant difference). (**b**) Hierarchical cluster analysis of differentially expressed genes (*hdt1* versus the wild type). Red color indicates high expressed genes and blue color indicates low expressed genes in each sample. (**c**) Real-time quantitative analysis of differentially expressed genes (hdt1 mutant vs. the wild type). (**d**,**e**) GO enrichment analysis of the significantly upregulated (**d**) and downregulated (**e**) genes (*hdt1* mutant vs. the wild type; *, *p* < 0.005, log_2_ fold change >1 or <−1) in the T3 stage. GO terms were sorted based on the *p*-value.

**Table 1:** Expression patterns of selected vascular tissue related genes.

Functional Category	AGI No.	Putative ID	^a^ Fold Change	*p*-Value
Upregulated Genes				
Transcription factors	AT2G47520	*ERF071*	8.1782	1.64 × 10^−4^
	AT5G07310	*ERF115*	3.0198	1.43 × 10^−4^
	AT3G15540	*IAA19*	1.7525	3.15 × 10^−4^
	AT3G23030	*IAA2*	1.6792	2.14 × 10^−4^
	AT4G37780	*MYB87*	8.6901	2.31 × 10^−4^
	AT2G40750	*WRKY54*	1.9848	9.54 × 10^−5^
	AT5G22570	*WRKY38*	5.8852	1.43 × 10^−5^
	AT1G25560	*TEM1*	1.8477	3.59 × 10^−5^
	AT2G30400	*OFP2*	3.0713	5.39 × 10^−5^
	AT2G30395	*OFP17*	6.2226	1.37 × 10^−4^
Lignin synthesis	AT5G01040	*LAC8, Laccase-8*	7.5751	2.12 × 10^−4^
	AT5G60020	*LAC17*	2.4538	1.69 × 10^−4^
	AT2G38080	*LAC4/IRX12*	2.5538	4.39 × 10^−8^
	AT5G39580	*PER62, Peroxidase 62*	7.1886	2.65 × 10^−4^
	AT2G37040	*PAL1, Phenylalanine ammonia-lyase 1*	1.7664	9.34 × 10^−5^
Xylan synthesis	AT2G37090	*IRX9, Beta-1,4-xylosyltransferase 9*	2.5472	2.33 × 10^−6^
	AT3G18660	*GUX1, Xylan alpha-glucuronosyltransferase 1*	2.5645	1.87 × 10^−7^
	AT5G54690	*GAUT12, Galacturonosyltransferase 12*	2.1985	5.86 × 10^−6^
	AT2G38320	*TBL34, Protein trichome birefringence-like 34*	3.9005	1.96 × 10^−4^
	AT3G55990	*Protein ESKIMO 1*	2.3088	5.61 × 10^−6^
	AT3G15050	*IQ-domain 10*	1.9627	9.72 × 10^−5^
Cellulose synthesis	AT5G44030	*CESA4, Cellulose synthase A catalytic subunit 4*	2.0603	8.00 × 10^−6^
	AT5G17420	*CESA7*	1.7013	1.34 × 10^−4^
Others related to cell wall formation	AT3G13520	*AGP12, Arabinogalactan peptide 12*	2.4194	2.27 × 10^−5^
	AT5G10430	*AGP4*	2.3787	1.72 × 10^−6^
	AT5G03170	*FLA11*	2.044	1.12 × 10^−5^
	AT5G60490	*FLA12, Fasciclin-like arabinogalactan protein 12*	1.9173	4.39 × 10^−5^
	AT1G41830	*SKS6*	2.9462	1.12 × 10^−7^
	AT4G08685	*SAH7, Pollen Ole e 1 allergen and extensin family protein*	1.9925	3.94 × 10^−5^
	AT5G15630	*COBL4, COBRA-like protein 4*	1.9612	3.83 × 10^−5^
	AT5G57220	*CYP81F2, Cytochrome P450, family 81, subfamily F, polypeptide 2*	1.7666	1.33 × 10^−4^
	AT1G62440	*LRX2, Leucine-rich repeat/extensin 2*	3.7927	2.62 × 10^−5^
	AT1G09610	*GXM1, Glucuronoxylan 4-O-methyltransferase 1*	2.9384	3.01 × 10^−7^
	AT2G32990	*AtGH9B8, Endoglucanase 11*	2.6682	3.45 × 10^−5^
	AT1G19940	*AtGH9B5*	1.9237	3.02 × 10^−4^
	AT5G16190	*CSLA11, Mannan synthase 11*	1.8223	2.52 × 10^−4^
	AT1G02640	*BXL2, Beta-D-xylosidase 2*	2.0764	4.82 × 10^−6^
	AT3G62020	*GLP10, Germin-like protein subfamily 2 member 4*	2.1733	9.13 × 10^−6^
	AT5G66920	*SKU5 similar 17*	2.4182	1.60 × 10^−4^
	AT1G45130	*Beta-galactosidase 5*	1.9347	2.25 × 10^−4^
Cell differentiation	AT1G04040	*HAD superfamily, subfamily IIIB acid phosphatase*	1.7168	2.42 × 10^−4^
Other	AT2G01280	*MEE65, Cyclin/Brf1-like TBP-binding protein*	4.5845	3.76 × 10^−5^
	AT4G21200	*GA2ox8, Gibberellin 2-beta-dioxygenase 8*	2.539	4.19 × 10^−5^
	AT1G20850	*XCP2, Xylem cysteine proteinase 2*	3.1489	1.45 × 10^−4^
*Downregulated Genes*				
Transcription factors	AT5G13330	*ERF113*	−1.9415	1.73 × 10^−5^
	AT1G02065	*SPL8, Squamosa promoter-binding-like protein 8*	−4.2595	1.71 × 10^−4^
Cell wall formation	AT3G22640	*PAP85, Cupin family protein*	−10.417	1.01 × 10^−5^
Cell cycle	AT1G53490	*HEI10, E3 ubiquitin-protein ligase CCNB1IP1 homolog*	−1.9356	1.50 × 10^−4^
Cell proliferation	AT5G28640	*GIF1, GRF1-interacting factor 1*	−4.6295	1.19 × 10^−4^
Other	AT1G24793	*LPXC4, N-acetylglucosamine deacetylase 5*	−2.919	7.19 × 10^−6^
	AT2G42840	*PDF1, Protodermal factor 1*	−5.894	1.37 × 10^−4^

^a^ Fold change: fold change between *hdt1* and wild type. Values mean log_2_ fold ratio. The data source comes from TAIR (http://www.arabidopsis.org/), NCBI (https://www.ncbi.nlm.nih.gov/) and UniProt (http://www.uniprot.org/).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/14/3452/s1.

## Abbreviations

HDAC	Histone deacetylase
HD2	HD-tuins
HAT	Histone transferase
RPD3	Reduced potassium dependency 3
sir2	Silent information regulator 2
RT-PCR	Reverse transcription-polymerase chain reaction
qRT-PCR	quantitative real-time PCR
GA	Gibberellin
TEM	Transmission electron microscopy
GO	Gene Ontology
RPKM	Per kb per million reads
TE	Tracheary elements
DEGs	Differentially expressed genes
CESA	Cellulose synthase
CT	Complementation transgenic
WT	Wild type
CESA	Cellulose synthase
PAL1	Phenylalanine ammonia-lyase 1
LAC	Laccase
FLA	Fasciclin-like arabinogalactan protein
AUX/IAA	AUXIN/INDOLE-3-ACETIC ACID
GUX1	Xylan alpha-glucuronosyltransferase 1
ERF	ETHYLENE RESPONSE FACTOR
PDF1	PROTODERMAL FACTOR 1
TSA	Trichostatin A
H3	Histone 3
ChIP	Chromatin immunoprecipitation
BiFC	Bimolecular fluorescence complementation

# Supplementary material for: Histone Deacetylase HDT1 is Involved in Stem Vascular Development in Arabidopsis
**Source:** Int J Mol Sci. 2019 Jul 13;20(14):3452. doi: 10.3390/ijms20143452
**Supplement:** Supplementary file 1

Supplementary materials

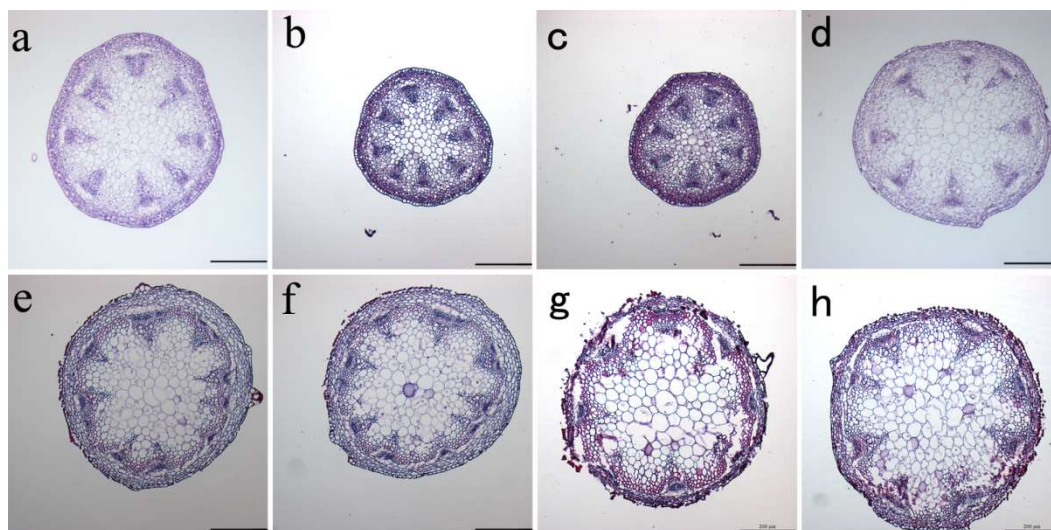

Figure S1. (a–d) Plants growth status at T1 stage. (a) is wild-type (WT), (b) is GABI_355H03 (*hdt1-1*), (c) is GABI_768H10 (*hdt1-2*) and (d) is CT. (e–h) Plants growth status at T2 stage. (e) is wild-type (WT), (f) is GABI_355H03 (*hdt1-1*), (g) is GABI_768H10 (*hdt1-2*) and (h) is CT. Scale bars = 200 μm (a–h)

Table S1. Area analysis of stem in WT and *hdt1*

Area	WT	<i>hdt1</i>	Difference (<i>hdt1</i> vs. WT)	<i>p</i> -Value
Pith (mm^2)	0.3194 ± 0.0197	0.1923 ± 0.0115	–39.82%	$p < 0.01$
Xylem (mm^2)	0.1222 ± 0.0118	0.0899 ± 0.0031	–26.43%	$0.01 < p < 0.01$
Phloem (mm^2)	0.0432 ± 0.0028	0.0394 ± 0.0023	–9.05%	$0.01 < p < 0.05$

The analyses were performed based on WT and *hdt1* stems at T3 stage. Data shown are average $\pm$ SD. *p*-values were determined by Student's *t* test ($n \geq 10$).

Table S2. Primer information used for reverse transcription-polymerase chain reaction (RT-PCR)

Primer Name	Sequence(5'-3')
AtActin2F	5' CATCCTCCGTCTTGACCTTGC 3'
AtActin2R	5' CAAACGAGGGCTGGAACAAG 3'
AT5G13330-F	5' TAAATCGGATCAACATCAACCAG 3'
AT5G13330-R	5' CGAAAGTCCCGAGCCAGA 3'
AT3G22640-F	5' GGTAGGGTTTGGTATTTATGCG 3'
AT3G22640-R	5' TTTGGCTCGTGAACAGTTTCT 3'
AT5G28640-F	5' TTCAACGCAACCTAATGTACCTAG 3'
AT5G28640-R	5' AATCATCCCACCACCAGCA 3'
AT2G42840-F	5' TTCTGTTGCTTCCGTAAGGTTT 3'
AT2G42840-R	5' GGAGTTGAAGGAGAAGGGTCGT 3'
AT5G17420-F	5' TTCCAGCCATCTGTCTCCT 3'
AT5G17420-R	5' CTAAGTCCGCTCCATCTCAA 3'
AT5G44030-F	5' GCCGTTTGTCTTCTCACCG 3'
AT5G44030-R	5' TGATGCTTACACCACTCCACC 3'
AT5G01040-F	5' CCAGGCGGATGGGTTGT 3'
AT5G01040-R	5' CGGAGTTGGCCCGTTTT 3'
AT5G60020-F	5' CGATTCCTTGCAGATAACCCAG 3'
AT5G60020-R	5' CCAAGCCATCCTCAGACCC 3'
AT3G23030-F	5' GAAGAATCTACACCTCCTACCAA 3'
AT3G23030-R	5' CTCCGTCCATACTCACTTTCA 3'
AT3G15540-F	5' ATGATGATCTAGCCTTTGCTCTTG 3'
AT3G15540-R	5' TTCGCAGTTGTCACCATCTTTC 3'
AT5G07310-F	5' AATCAACAAGATCCTAACCCACC 3'
AT5G07310-R	5' GCTGCCCCACTTTCCCCAT 3'
AT2G47520-F	5' AAGAAGCGTAAACCCGTCTCA 3'
AT2G47520-R	5' TGGCCTCTGCCTTATCCCT 3'

Table S3. qRT-PCR corroboration of differentially expressed genes.

Gene ID		Change Fold	
		Transcriptomic Data	qRT-PCR
AT5G13330	<i>ERF113</i>	-1.9415	-1.3577
AT3G22640	<i>PAP85</i>	-10.417	-2.3427
AT5G28640	<i>GIF1</i>	-4.6295	-1.8356
AT2G42840	<i>PDF1</i>	-5.894	-2.6308
AT5G44030	<i>CESA4</i>	2.0603	1.9431
AT5G17420	<i>CESA7</i>	1.7013	1.1501
AT5G01040	<i>LAC8</i>	7.5751	2.7969
AT5G60020	<i>LAC17</i>	2.4538	1.9139
AT3G15540	<i>IAA19</i>	1.7525	1.2624
AT3G23030	<i>IAA2</i>	1.6792	1.4578
AT5G07310	<i>ERF115</i>	3.0198	2.1857
AT2G47520	<i>ERF071</i>	8.1782	2.1967
Pearson correlation coefficient		0.921433	

Fold-change: Log₂ (*hdt1*/wild type).

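The fold changes of this table are log2 ratios of mutant to wild type, given once from qRT-PCR and once from RNA-seq for the same 12 genes. The RNA-seq column corresponds to the ratio of the mean FPKM values of each genotype with no pseudocount, and over the 51 genes of Table 1 this ratio, computed here, lay within 0.152 of the paper's value. On that scale a gene near 0 in one genotype gets a very large value. PAP85 had a log2 ratio of -10.50, LAC8 7.49 and ERF071 8.09, whereas on the log2(FPKM + 1) scale the values were -2.94, 2.43 and 2.58.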

How the deposited data were processed for this re-analysis (not part of the article)

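RNA of stems from 3 wild-type and 3 *hdt1* samples had been sequenced, and the only data used here are the expression values per gene and library. The authors deposited FPKM values, made from mapped reads with Bowtie2 2.2.3, TopHat2 2.0.12 and HTSeq 0.6.1 named in the processing notes without their roles. The paper calls its unit RPKM, and the strand setting of the counting and the genome build are not given in the sources used here. No further normalization between libraries is described. Raw reads were not used here.

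From the deposited FPKM values, whole counts were computed by finding for each gene the step of which its values are whole multiples. This worked for 25373 of 25374 features above 0, within a relative tolerance of 1e-11. For 1027 genes the counts were scaled by a common factor, by a rule that was changed once after the totals had been seen, so the totals per library depend on that rule. The recovered totals differ at most 1.12 times between libraries. Libraries 2 and 4 of the wild type had a median chi-square of 2.28 per gene between them and those of *hdt1* had 2.44, against 0.455 from counting alone.

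Log2(FPKM + 1) values of genes with at least 1 FPKM in at least 3 libraries were fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend. P-values were adjusted by the method of Benjamini and Hochberg over 17906 genes, and a call is an adjusted p under 0.05. Gene lists were tested with camera and fry from the same package, adjusted over 27 lists, and the members of a list were also adjusted over that list alone. Single values were compared by exact permutation, and correlations by 100000 permutations or, for 8 genes, all of them. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for count recovery, coordinates and figures. Coordinates and overlaps are from the TAIR10.1 annotation, in which 32835 of the identifiers were found.

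The genes named are HDT1 and the other HD2 genes, each gene the paper names, the 10 genes with the smallest p in each direction, and up to 4 genes per list. The values in the paper's tables count as seen when this rule was written. Further members of the lists named in the text, among them PDC1, HB1, CYCB1;1, SESA4, CRA1, TED6, IRX15, MYB46 and PXY, and the copies of AT1G24793 were chosen after their values were seen. The lists cover cellulose of secondary and of primary walls, xylan, monolignols, lignin polymerization, secondary wall transcription factors, tracheary element death, cambium, phloem, mitosis, DNA replication, AUX/IAA genes, gibberellin metabolism, histone deacetylases and the nucleolus. They also cover expansins, salicylic acid and defence, hypoxia, heat shock proteins, senescence, the circadian clock, reference genes, seeds, anthers and pollen, floral organs, the shoot meristem, epidermis, photosynthesis and the up and down genes of Table 1.

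Libraries of the same number in both genotypes were checked for pairing. The deviations from the genotype means correlated at 0.56, 0.53 and 0.46 for numbers 1, 2 and 4, which is over the limit set for pairing, although library 2 of one genotype and library 4 of the other correlated at 0.51 and 0.54 as well. A library 1 that stands apart in both genotypes is enough to give such values, so they do not pair library 2 or library 4 by number. Neither the labels nor the paper say what a number marks.

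The fits were tested on simulated data with 200 changed genes among 17906. With a split of library 1 from libraries 2 and 4 that is shared by the genotypes, the main model recovered 4.48% of genes changed 2-fold and 48.5% of genes changed 4-fold, a batch term recovered 97.0% and 98.5%, and the block 98.5% of both. With a split that differs between the genotypes the main model recovered 0% and 16.7%, the batch term 19.4% and 77.3%, and the block 0% of both. Of 21 simulated lists, the set tests called the changed list in all simulations and 0 others. Genes of a simulated list were not correlated, whereas the estimated correlation in the real lists reached 0.83. The simulation therefore does not measure false list calls in these data. Count recovery found the counts of 100.0% of 4973 simulated genes up to a common factor per gene. The rule that sets this factor was not simulated.

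The alternatives tried were another pseudocount (0.1), no filter, a stricter filter (mean FPKM of at least 5), median-ratio and quantile scaling, a block by library number, robust moderation, array weights and each library left out in turn, and for the paper's thresholds other limits on p. Alternatives added after seeing the data were a batch term, libraries 2 and 4 alone, these libraries averaged with and without a batch term, and limma's voom on the recovered counts with and without a batch term. The software of the original test was not run, and gene ontology terms, microscopy and wall chemistry were not analysed here.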

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

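The tests of library preparation, of sequencing depth and of anthers or pollen were chosen only after the results they bear on had been seen, as was the batch term.

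Among lists without a gene of Table 1, a pair was called by both camera and fry, while secondary wall transcription factors, phloem and heat shock genes were called by camera alone and histone deacetylases by fry alone. The histone deacetylase list holds HDT1, the mutated gene. All 9 kept genes of primary wall cellulose synthesis had a positive log2 fold change, with a median of 0.72 (0.51 in library 1, 0.82 in libraries 2 and 4), for instance KOR1 at 111 and 219 FPKM and CESA5 with 0.99. None of them passed over all genes from limma, 6 were higher at an unadjusted p under 0.05 and 5 when adjusted over the list alone, and 4 passed with the batch term. Camera gave the list an adjusted p of 5.62e-07 (adjusted p = 0.127 with an estimated correlation) and fry an adjusted p of 0.00631, or 0.0578 with library numbers as a block. All 10 genes of the nucleolus and ribosome biogenesis had negative values, with a median of -0.39 (-0.28 in library 1, -0.43 in libraries 2 and 4), such as the fibrillarin gene FIB1 at 349.5 ± 18.8 and 220.0 ± 39.6 FPKM (SD, n = 3). None passed over all genes from limma or when adjusted over the list alone, 5 were lower at an unadjusted p under 0.05 and 1 passed with the batch term, and camera gave an adjusted p of 0.00125 (adjusted p = 0.135 with an estimated correlation) and fry an adjusted p of 0.00631, but 0.0793 with median-ratio scaling.

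Library 1 of each genotype stands apart from libraries 2 and 4. Sequencing depth is argued against, since the recovered totals differ only 1.12 times. Harvest at another time of day has the values it needs, because the clock genes differed between library 1 and libraries 2 and 4 by a median of 2.76 log2 units in the wild type and 2.5 in *hdt1*, at percentile 100 of 10000 matched lists, with CCA1 at 12.35 FPKM in wild-type library 1 and 181 FPKM in libraries 2 and 4. Chloroplast transcripts were higher in library 1 by a median of 1.85 (wild type) and 2.24 (*hdt1*), or 3.32 and 3.12 over the 50 kept ones, which is more than the nuclear photosynthesis genes (0.972 and 0.845), while mitochondrial transcripts, which mostly lack poly(A) tails too, were not higher (0 and -0.205). Mitochondrial genes made up only 0.042% to 0.098% of the FPKM of a library, so their medians rest on low values and do not decide on RNA selection. The chloroplast excess goes against more green tissue as the whole cause. The labels describe no difference between the libraries, so green tissue, RNA selection, the time of day or any mix of them could still have a part.

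Some of the large fold changes of Table 1, as for PAP85, ERF071, LAC8, PER62 and MYB87, are present in libraries 2 and 4 and near 0 in library 1, whereas others, such as LAC4 (1.70), are present in both. Seeds or siliques in wild-type libraries 2 and 4 could explain PAP85, because the median of 7 seed storage genes there was 15.9 FPKM beside 20.6 FPKM for PAP85, but a real loss of seed transcripts in *hdt1* tissue would look alike. Flowers or shoot tips (median log2 difference 0.237 with a spread of 0.319, 16 of 18 markers under 1 FPKM) and anthers or pollen (0.0375 with a spread of 0.244, 10 of 14 under 1 FPKM) stay open although the paper collected stems without flowers and leaves, since most markers lie near the floor while AGP6 stood at 27.4 and 25.4 FPKM in wild-type libraries 2 and 4 and at 1.76 and 1.18 FPKM in those of *hdt1*. The bound first written for the flower test was narrower than the spread of its markers, so it decides nothing. These tests bear on PAP85 and on PDF1, which had -0.60 in library 1, and not on ERF071, LAC8, PER62 and MYB87, which are high in *hdt1* libraries 2 and 4, and for those the cause was not tested.

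Secondary wall enzyme genes stand higher in *hdt1*. A few genes taking most of the counts is argued against, since the median of the 56 enzyme genes is 1.04 without the 50 most abundant genes and 1.05 with them. For a larger share of xylem in the harvested *hdt1* stems, the prediction written beforehand was a joint rise of all xylem genes. A small gain in share would move them by less than the bound chosen, a median of at least 1. In libraries 2 and 4 neither the transcription factors of the secondary wall (0.322) nor the cell death genes (0.728, and -0.07 in library 1) reached it. The enzymes had 1.34 there. Members of both lists went both ways. The transcription factor median fell just below the level set as going against such a share, but the cell death median stayed above it, so the test does not decide. In the areas the paper gives for pith, xylem and phloem at the stem base, the xylem share was 25.2% in the wild type and 28.0% in *hdt1*, which is 1.11 times as much, but these sections are not the sequenced samples. A larger share, as the whole cause or a part of it, stays open. In 1 of the 10 possible splits of the libraries, the real one, the median reached 1.054, the highest other was 0.7255, and 10 splits are too few for a share under 0.05.

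The count of genes at an adjusted p under 0.05 was 0 in the real split and 0 at the highest in the others, so all 10 splits are as large, and they are too few for a share under 0.05. At an unadjusted p under 0.05 the real split had 2461 genes, and a pair of other splits had more, 2994 and 2860, both with *hdt1* library 1 set beside wild-type library 1, which points to the structure of the libraries. Of the other splits that part each pair of numbers, the one that sets wild-type library 1 with *hdt1* libraries 2 and 4 had 1520 genes and the remaining ones 15 and 5, and their wall enzyme medians were 0.7255, 0.1536 and 0.143. By voom without a batch term 0 genes passed.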

How the results depend on the processing

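The batch term, libraries 2 and 4 alone, their averages and voom were chosen only after the results were seen. The count of genes at an adjusted p under 0.05 stayed at 0 with pseudocount 0.1, no filter, a stricter filter, either scaling, robust moderation, voom without a batch term and averaged libraries 2 and 4 with or without a batch term. The averaged fits hold only 2 values per genotype, so missing or lost calls there say little. The replicate block also gave 0 genes, with HDT1 at -2.098, and changed no other call than those given beside the results. Array weights, whose estimation stopped before it converged, called 12798 genes, 2206 past the paper's thresholds, 39 of Table 1 and 42 of the paper's named genes and HD2 genes, with HDT1 at -1.634. The batch term called 1135 genes, 36 of Table 1 and 37 named, with HDT1 at -2.098, and voom with that term called 1752, 31 and 32, with HDT1 at -2.103. Libraries 2 and 4 alone called 11809 genes, 2227 past the paper's thresholds, 39 of Table 1 and 42 named, with HDT1 at -1.554, but each genotype is then represented by nearly alike libraries. At an unadjusted p under 0.005 with an absolute log2 fold change over 1, 250 genes were counted. Leaving out 1 library in turn gave 0 to 1994 genes, 0 to 150 past the paper's thresholds, 0 to 30 of Table 1, 0 to 30 named and -2.413 to -1.49 for HDT1, with calls only when a library 1 was left out. The median of the DNA replication list turned from -0.06 to 0.36 without the filter, and that of the seed list went from -0.07 to -2.264 without the filter and -2.941 with the stricter one, where other genes are tested and camera calls each of them. For the other changes the cause was not tested. Camera called 12 to 16 lists over all settings and none with an estimated correlation. Leaving out 1 library ended the camera calls of secondary wall transcription factors (0.221), phloem (0.303) and AUX/IAA genes (0.0903) without library 1 of *hdt1*, of hypoxia (0.0577) without library 1 of the wild type, and of salicylic acid and defence without the latter (0.0646) or library 4 of *hdt1* (0.0505). Averaging libraries 2 and 4 ended the fry calls of primary wall cellulose, xylan, lignin polymerization, histone deacetylase, nucleolus and upregulated Table 1 genes, and leaving out any library 2 or 4 ended those of xylan and lignin polymerization. Array weights and libraries 2 and 4 alone gave fry calls for further lists, 22 and 24 in all against 7. Libraries 2 and 4 alone also added 2 camera calls and ended 1. The correlation with qRT-PCR ran from 0.968 to 0.984 over 12 genes on the log2 scale with a pseudocount, with 0.996 over the 6 genes left by the stricter filter and 0.922 as a ratio of means. Depth limits the genes near 0 FPKM, where few reads were counted.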

Differences from the paper's values

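The batch term, libraries 2 and 4 alone and voom were chosen only after the values were seen, and all other settings here were set before the data were examined. At an adjusted p under 0.005 with an absolute log2 fold change over 1, the paper gives 172 genes, 127 up and 45 down, and limma here gives 0, 0 and 0, with 1393 higher and 1068 lower at an unadjusted p under 0.05. The paper's counts come from another test, DEGseq, which was not run here, so the counts are not of like kind. The line drawn in Fig. 4a, read by eye, lies at an adjusted p of about 0.05, and the paper does not say whether the p-values of its Table 1 are adjusted, so the threshold behind the paper's counts is uncertain. Of the alternatives set before the data were examined, leaving out library 1 of *hdt1* came within 1.5 times for all genes (150) and for the up genes (147) but not for the down genes (3). An unadjusted p under 0.005 in place of the adjusted one came within that range for all genes (250) and for the down genes (39) but not for the up genes (211). Array weights gave 2206, 1545 and 661, and the other alternatives of that kind, an adjusted p under 0.05 with the same fold change among them, gave 0 of each. Libraries 2 and 4 alone, chosen after seeing the values, gave 2227 genes.

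None of the 39 genes of Table 1 that were tested was called over all genes, and the filter left the other 12 untested. Each of the 51 fold changes had the paper's sign and, as a ratio of mean FPKM, lay within 0.152 of the paper's value. The 12 untested genes are among those left out or dropped in each setting that follows. At an adjusted p under 0.05, array weights called 39 of the 51 and left out 12, leaving out library 1 of the wild type called 30 and left out 21, and leaving out library 1 of *hdt1* called 28 and left out 23. The following were chosen after seeing the values: the batch term called 36 and dropped 15 of the paper's items, libraries 2 and 4 alone called 39 and dropped 12, and voom with the batch term called 31 and dropped 20.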

Other observations

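No test in this part was chosen only after its result was seen except those with the batch term. All 9 kept heat shock genes had higher means in *hdt1* libraries 2 and 4, and 3 of them in library 1 too. HSP18.2 was listed at 0.954 and 0.951 FPKM in wild-type libraries 2 and 4 and at 47.7 and 55.0 FPKM in those of *hdt1*, but at 2.21 and 1.198 FPKM in library 1. These genes had a median log2 fold change of 1.72 (-0.55 in library 1, 2.52 in libraries 2 and 4). None passed over all genes or over the list alone from limma, 3 were higher at an unadjusted p under 0.05, and camera gave an adjusted p of 7.03e-05 (adjusted p = 0.354 with an estimated correlation). Of 8 kept phloem genes 6 were higher in both batches, with the sucrose transporter gene SUC2 at 97.85 ± 10.9 and 152 ± 4.40 FPKM (SD, n = 3) and APL at 8.28 and 12.5 FPKM, whereas SWEET11 had -0.50. The list median was 0.60 (0.51 in library 1, 0.72 in libraries 2 and 4), with 0 genes past the limma test over all genes, 3 higher at an unadjusted p under 0.05, 1 over the list alone and 3 with the batch term. Camera gave it an adjusted p of 0.0075 (adjusted p = 0.41 with an estimated correlation, and 0.0643 with array weights) and fry an adjusted p of 0.239, or 0.0258 with library numbers as a block.

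Of the salicylic acid and defence genes, WRKY53 was at 18.4 ± 0.670 and 27.8 ± 1.16 FPKM (SD, n = 3), EDS5 had 0.93 and ICS1 0.89, while PAD4 had -0.85. Their median was 0.39 (0.12 in library 1, 0.46 in libraries 2 and 4), 0 passed from limma over all genes or over the list alone, 5 were higher at an unadjusted p under 0.05, and camera gave an adjusted p of 0.0304 (adjusted p = 0.244 with an estimated correlation), but 0.0708 with the stricter filter. Among expansins EXPA9 was at 9.11 and 27.0 FPKM and alone passed over the list, EXPA10 had -1.43, and the list median was 0.01 (0.70 in library 1, -0.48 in libraries 2 and 4, camera adjusted p = 0.236, and adjusted p = 0.739 with an estimated correlation). Senescence genes had a median of -0.24 (0.11 in library 1, -0.40 in libraries 2 and 4, camera adjusted p = 0.956, and adjusted p = 0.964 with an estimated correlation), and clock genes -0.21 (0.04 and -0.42, camera adjusted p = 0.764, and adjusted p = 0.777 with an estimated correlation). Photosynthesis genes had a median of -0.30 (-0.19 and -0.35), with a camera adjusted p of 0.113, or 0.0262 with library numbers as a block, and adjusted p = 0.777 with an estimated correlation. The 4 kept anther and pollen genes had a median of -1.95 (0.75 and -3.38, camera adjusted p = 0.0522, or 0.035 with median-ratio scaling and 0.0201 with array weights, and adjusted p = 0.411 with an estimated correlation). In the floral and meristem lists only SHP1 (-0.65) and STM (-0.37) were kept, and neither passed from limma, at an unadjusted p under 0.05 or otherwise.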
